# Vitamin D deficiency exacerbates UV/endorphin and opioid addiction

**DOI:** 10.1126/sciadv.abe4577

**Published:** 2021-06-11

**Authors:** Lajos V. Kemény, Kathleen C. Robinson, Andrea L. Hermann, Deena M. Walker, Susan Regan, Yik Weng Yew, Yi Chun Lai, Nicholas Theodosakis, Phillip D. Rivera, Weihua Ding, Liuyue Yang, Tobias Beyer, Yong-Hwee E. Loh, Jennifer A. Lo, Anita A. J. van der Sande, William Sarnie, David Kotler, Jennifer J. Hsiao, Mack Y. Su, Shinichiro Kato, Joseph Kotler, Staci D. Bilbo, Vanita Chopra, Matthew P. Salomon, Shiqian Shen, Dave S. B. Hoon, Maryam M. Asgari, Sarah E. Wakeman, Eric J. Nestler, David E. Fisher

## Abstract

The current opioid epidemic warrants a better understanding of genetic and environmental factors that contribute to opioid addiction. Here we report an increased prevalence of vitamin D (VitD) deficiency in patients diagnosed with opioid use disorder and an inverse and dose-dependent association of VitD levels with self-reported opioid use. We used multiple pharmacologic approaches and genetic mouse models and found that deficiencies in VitD signaling amplify exogenous opioid responses that are normalized upon restoration of VitD signaling. Similarly, physiologic endogenous opioid analgesia and reward responses triggered by ultraviolet (UV) radiation are repressed by VitD signaling, suggesting that a feedback loop exists whereby VitD deficiency produces increased UV/endorphin-seeking behavior until VitD levels are restored by cutaneous VitD synthesis. This feedback may carry the evolutionary advantage of maximizing VitD synthesis. However, unlike UV exposure, exogenous opioid use is not followed by VitD synthesis (and its opioid suppressive effects), contributing to maladaptive addictive behavior.

## INTRODUCTION

Opioid use disorder (OUD) is a major medical challenge that is continuing to increase in the United States. On the basis of the National Survey on Drug Use and Health, in 2018, approximately 10.3 million people aged 12 or older had misused opioids in the past year, and 2 million had an OUD (*1*). Abatement of the crisis will require more than a singular focus on opioid prescriptions and must include rapid expansion of effective treatments, including pharmacologic therapies for OUD, harm reduction interventions, and alleviation of social and economic determinants such as physical and psychological trauma and diminishing employment opportunities and life satisfaction (*2*). Therefore, causative but preventable environmental factors that contribute to opioid addiction are of great interest (*3*).

Human studies have suggested that ultraviolet (UV) tanning may be addictive (*4*, *5*), exhibiting characteristics highly reminiscent of opioid addiction (*6*). Recent preclinical data have identified an endogenous opioid-mediated addiction-like pathway triggered by UV-induced cutaneous synthesis of β-endorphin (*7*). Maintenance of UV-dependent vitamin D (VitD) synthesis has been suggested as a driver for the evolution of light skin pigmentation (*8*). Therefore, we hypothesized that UV-seeking behavior might be driven by VitD deficiency to maximize VitD synthesis and that VitD deficiency might also sensitize individuals to exogenous (UV-independent) opioids, contributing to opioid addiction. Moreover, a negative feedback loop might exist whereby UV/opioid-seeking behaviors are repressed when VitD levels are restored. This feedback might carry the evolutionary advantage of maximizing VitD synthesis. However, unlike UV exposure, exogenous opioid use is not followed by VitD synthesis (and its opioid suppressive effects), contributing to a maladaptive addictive behavior cycle.

## RESULTS

### VitD deficiency is associated with opioid use and OUD

Previous studies have shown associations of VitD deficiency with higher opioid doses among patients with opioid-consuming chronic pain (*9*) and patients with palliative cancer (*10*). These studies are confounded by the presence of pain, which is also associated with VitD deficiency (*11*). Therefore, we asked whether a relationship may exist between opioid use and serum VitD levels in humans, independently of pain, using data from the National Health and Nutrition Examination Survey [NHANES, 2003–2004, (*12*)]. As summarized in Table 1, compared to those with normal/sufficient serum VitD (>20 ng/ml), subjects with deficient (<12 ng/ml) or insufficient (12 to 20 ng/ml) VitD levels were more likely to use opioid painkillers, with unadjusted odds ratios (ORs) of 1.62 [95% confidence interval (CI) 1.07 to 2.45] and 1.27 (95% CI 0.91 to 1.78), respectively (*P* value for linear trend of 0.053), a notable pattern, but one likely complicated by several confounding factors, including age, sex, history of fractures, season of blood draw, and presence of chronic pain. Adjusting for those factors, the ORs for opioid painkiller use were 1.9 (95% CI 1.17 to 3.07) for deficient and 1.52 (95% CI 1.06 to 2.19) for VitD insufficient responders, *P* value for linear trend of 0.014. These data suggest an inverse, dose-dependent relationship between VitD signaling and opioid use, independent of known opioid use triggers.

**Table 1:** VitD deficiency is dose-dependently associated with opioid painkiller use. Analysis of the relationship between opioid analgesic consumption and VitD levels from the NHANES database was done using χ^2^ or Fisher’s exact tests. Multivariate analysis with logistic regression modeling was performed with opioid analgesic consumption as the dependent variable and with age, gender, ethnic groups, fracture history, chronic pain, season of blood draw, and VitD levels as the independent variables.

**Characteristics of NHANES cohort 2003–2004 with measured serum VitD levels by opioid exposure**								
**Characteristic**	**No opioid** **pain killer use**	**Opioid** **painkiller use**	**ORs**	**95% CI**	***P* value**	**Adjusted OR**	**95% CI**	***P* value**
**Age** (at blood draw) means ± SD (range)	43.5 ± 28.0	51.8 ± 21.7	1.01	1.01–1.02	<0.001	0.99	0.97–1.00	0.025
**Gender**				0.77–1.13	0.475			0.783
Female	9503	227	1.00			1.00		
Male	8407	187	0.93			1.04	0.77–1.42	
**Race**					<0.001			0.325
Non-Hispanic White	9123	252	1.00			1.00		
Hispanic	4142	66	0.58	0.44–0.76		0.69	0.43–1.12	
Non-Hispanic Black	3927	85	0.78	0.61–1.01		0.76	0.49–1.18	
Other*	718	11	0.56	0.30–1.02		0.68	0.31–1.50	
**History of** **fracture**					<0.001			0.075
Yes	1829	88	1.74	1.36–2.22		1.42	0.97–2.09	
No	10339	286	1.00			1.00		
**Serum VitD** **levels—** **categorical**					0.053			0.014
Deficient (<12 ng/ml)	615	32	1.62	1.07–2.45		1.90	1.17–3.07	
Insufficient (12–20 ng/ml)	1395	57	1.27	0.91–1.78		1.52	1.06–2.19	
Normal (≥20 ng/ml)	2866	92	1.00			1.00		
**Season of** **blood draw**					0.960			0.929
Nov 1 to Apr 30	8007	183	1.00			1.00		
May 1 to Oct 31	8923	205	1.01	0.82–1.23		0.99	0.71–1.36	
**Chronic pain** **(>1 year)**					<0.001			<0.001
Yes	2308	159	3.16	2.56–3.90		2.66		
No	9854	215	1.00			1.00	1.91–3.69	

*Asians, Native Americans, and Pacific Islanders, and multiracial categories.

As continuous high opioid intake could increase the risk of OUD (*13*), we hypothesized that VitD deficiency might be associated with this condition. Among primary care patients at Massachusetts General Hospital in calendar years 2014–2016 (*N* = 163,531), we compared patients with OUD (cases, *N* = 2772) to control patients without OUD diagnosis matched on age (within 5 years), sex, race, and primary care provider, on a 1:3 basis (*N* = 8265). The results are presented in Table 2.

**Table 2:** VitD deficiency is associated with OUD. Analysis of VitD levels in a patient population seen at primary care practices at Massachusetts General Hospital (MGH) in calendar years 2014–2016 (*N* = 163,531). Patients were classified as cases if they received a diagnosis code for OUD during this period. Cases were matched to control patients without diagnosis codes on age (within 5 years), sex, race, and primary care provider on a 3:1 basis. Distribution of VitD levels between cases and controls was compared using χ^2^ tests. Linear regression was used to assess the effect of case status on VitD measurement controlling for demographics.

		**Case (*n* = 2772)**	**Case (%)**	**Control (*n* = 8265)**	**Control (%)**	***P* value**
**Any measurement** **available**		1169	42%	3491	42%	0.951
**Number of** **measurements**	1	459	39%	1270	36%	
	2	237	20%	687	20%	
	3	145	12%	432	12%	0.342
	4	90	8%	299	9%	
	≥5	238	20%	803	23%	
**Age (≥50 years)**		713	61%	2132	61%	0.962
**Race/ethnicity**	White	993	85%	3042	87%	0.199
	Black	62	5%	150	4%	
	Hispanic	46	4%	135	4%	
	Other	68	6%	164	5%	
**Sex (female)**		597	51%	1872	54%	0.13
**Most recent** **measurement**	Mean (SD)	29.1 (12.8)		32.2 (13.2)		<0.001
	<12	42	4%	73	2%	
	12–20	283	24%	531	15%	
	21–30	362	31%	1097	31%	
	>30	482	41%	1790	51%	
**Mean of all** **measurements**	Mean (SD)	29.01 (11.6)		30.8 (11.0)		<0.001
**Ever deficient** **status (≤20)**		493	42%	1285	37%	0.001

The distribution of VitD levels differed by case status (*P* < 0.001), with more cases than controls classified as insufficient or deficient (28% versus 17%) and fewer classified as optimal for VitD (41% versus 51%). Cases were more likely than controls to have ever had a deficient VitD level (42% versus 37%, *P* = 0.001).

### VitD deficiency increases sensitivity to morphine reward

To investigate whether VitD deficiency can be a causative (and preventable) factor in these associations and lead to greater opioid consumption through sensitizing to opioid addiction, first, we tested the reinforcing effects of morphine by conditioned place preference (CPP) in multiple mouse models (Fig. 1A). To establish VitD deficiency, mice were fed a VitD-devoid diet for at least 8 weeks [serum 25(OH) Vit D3 levels are shown in fig. S1]. Some VitD-deficient mice were “rescued” by returning them to the normal VitD-containing diet for at least 8 additional weeks. In addition, we used VitD receptor (VDR) knockout mice to genetically model deficient VitD signaling. Morphine produced dose-dependent increases in CPP responses in control mice with normal VitD levels (Fig. 1B), with strong morphine-induced CPP observed only at the highest dose of 20 mg/kg. In contrast, both *Vdr*^−/−^ and VitD-deficient mice exhibited strong morphine preferences at all doses tested, with an at least fourfold left shift of the dose-response curve compared with wild-type mice suggesting increased preference. Oral supplementation to rescue VitD deficiency restored the morphine preference pattern back to that of VitD-replete mice (Fig. 1B), demonstrating that the VitD-dependent effect is reversible.

**Fig. 1:**
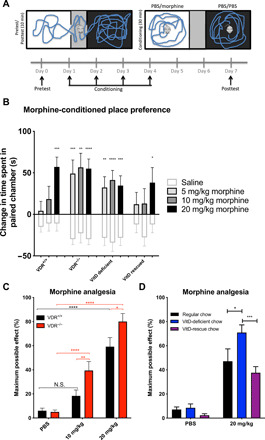
Deficiencies in VitD signaling increase morphine-induced place preference and analgesia. (**A**) Mice (10 to 12 per group) were conditioned to different doses of morphine or saline in the white chamber and to saline in the black chamber, and place preferences were evaluated as change in time spent in the white chamber postconditioning versus preconditioning. (**B**) Different doses of morphine were compared individually with their corresponding saline groups. Note that certain morphine-treated mice have identical saline groups, as those experiments were conducted simultaneously. Data are represented as the means ± SEM, *P* values were obtained by two-way analysis of variance (ANOVA) with Sidak’s multiple comparisons test. *P < 0.05 compared with the corresponding saline group. (**C**) Mice intraperitoneally received a single dose of PBS (*n* = 16 per group), morphine (10 mg/kg) (*n* = 12 and 11 for *Vdr*^−/−^ and *Vdr*^+/+^, respectively), or morphine (20 mg/kg) (*n* = 15 and 20 for VDR^−/−^ and *Vdr*^+/+^, respectively). N.S., not significant. (**D**) Similarly to (C), mice received PBS or morphine (20 mg/kg), and then analgesia was measured using thermal nociception assay. *n* = 10, 9, and 10 for regular, VitD-deficient, and VitD-rescued groups, respectively. Analgesia was calculated as maximum potential effect described in Materials and Methods in details for (C) and (D). Data are represented as the means ± SEM, *P* values were obtained by two-way ANOVA with Sidak’s multiple comparisons test. **P < 0.01, ***P < 0.001, and ****P < 0.0001.

We repeated the morphine CPP experiment in an alternative CPP setup that has tactile cues in addition to the visual cues, making it easier to associate the rewarding cues with the rewarding stimuli (see Materials and Methods for details). In these experiments, we used a very low dose of morphine (0.25 mg/kg) that does not change place preference in VitD receptor wild-type and VitD-rescued animals (fig. S2). However, both *Vdr*^−/−^ and VitD-deficient mice spent more time in the morphine-paired chamber compared with the saline-paired chamber after low-dose morphine conditioning.

We attempted to do a morphine CPP assay using VDR wild-type mice with “normal” VitD levels that had received calcitriol treatment to investigate whether the development of CPP could be prevented if VDR signaling was enhanced by calcitriol injections. However, we did not see a decrease of morphine CPP in calcitriol treated animals (fig. S3). This could be due to the already “high” VitD levels present in these mice or another possibility is that the effects of VitD supplementation might require a longer time to impact opioid responses. These results collectively support the hypothesis that deficiencies in VitD receptor signaling sensitize animals to opioid-seeking behavior that is reversible upon VitD supplementation.

### VitD signaling regulates nociception and opioid analgesia

To examine whether VitD deficiency might alter additional opioid-induced behaviors, we first measured basal thermal nociceptive thresholds. We observed that diminished VitD signaling, produced by either VitD deficiency or VitD receptor knockout, produced significantly increased basal thermal nociceptive thresholds, which were rescued in VitD-deficient mice by oral VitD replenishment (fig. S4A). We observed that the elevated nociceptive threshold required the presence of mu opioid receptors (OPRM1), because it was abrogated in OPRM1-null mice (fig. S4B). Peripheral administration of the opioid receptor antagonist naltrexone reversed the elevated thresholds observed in *Vdr*^−/−^ mice (fig. S4C). However, peripheral injection of methylnaltrexone, a methylated form of naltrexone that does not cross the blood-brain barrier and thus blocks opioid receptors only peripherally (*14*), did not reverse the elevated nociceptive thresholds of *Vdr*^−/−^ mice (fig. S4D). Together, these results suggest that the absence of VitD signaling increases nociceptive thresholds via central opioid signaling.

It has been observed previously that analgesic sensitivity to opioids can be predicted from higher initial nociceptive and pain thresholds in mice and humans (*15*, *16*). We therefore investigated whether VitD deficiency would also result in higher opioid analgesia and found that *Vdr^−/−^* mice showed greater morphine analgesia than wild-type mice, even at a morphine dose of 10 mg/kg, which did not produce significant analgesia relative to phosphate-buffered saline (PBS)/vehicle control in wild-type mice (Fig. 1C). Similarly, dietary VitD deficiency sensitized to the acute analgesic effects of morphine, whereas VitD rescue reversed this effect (Fig. 1D and fig. S5).

Repeated exposure to opioids results in the development of tolerance, characterized by progressive loss of an analgesic effect. This may lead to the need for higher opioid doses to achieve similar levels of analgesia and increased total opioid consumption, simultaneously limiting clinical efficacy of opioids and increasing the likelihood of dependence and addiction. We investigated the effect of VitD signaling on the kinetics of tolerance induction, using a thermal nociception assay. With daily morphine injections, mice lacking VitD receptor showed significantly decreased analgesia when injected the second time with morphine, whereas wild-type mice did not show a reduction in analgesia until the fourth day (fig. S6, A, C, and E). Dietary VitD deficiency had similar, but milder, effects as VDR knockout compared with wild-type mice (fig. S6, B, D, and F). Collectively, these observations corroborate observations made more than 30 years ago of increased basal pain thresholds, analgesic effects, and faster tolerance to morphine in VitD-deficient rats (*17*).

### VitD deficiency exacerbates opioid dependence

Another component of addiction is the development of drug dependence, which is characterized by physical withdrawal symptoms upon abrupt drug abstinence or receptor antagonism. After inducing opioid dependence by administering escalating doses of morphine over 7 days, opioid withdrawal was precipitated by naloxone (1 mg/kg). Multiple opioid withdrawal behaviors were monitored and quantified for 25 min after naloxone administration, and a composite global withdrawal score was calculated (see Materials and Methods for details). Additional mice received saline injections instead of naloxone that showed negligible dependence than mice where withdrawal was precipitated with naloxone (Fig. 2A). Morphine dependence was significantly greater in *Vdr*^−/−^ and VitD-deficient mice compared with wild-type mice (Fig. 2A). Rescuing VitD partially reversed the increased dependence in VitD-deficient mice. We also observed that the kinetics of withdrawal symptoms showed a distinct pattern with VitD deficiency, wherein some of the symptoms occurred after a delay and peaked ~20 min after naloxone injection (Fig. 2B, blue bars). The rescued mice showed even greater delay of withdrawal symptoms; however, VitD partially reversed the increased dependence. Individual withdrawal symptoms revealed similar patterns among the different groups (figs. S7 and S8). In addition, significantly greater acute weight loss, a surrogate for fluid loss through diarrhea, was observed in *Vdr*^−/−^ and VitD-deficient mice compared with wild-type or VitD-rescued mice (Fig. 2C). These results suggest that deficiencies in VitD signaling are associated with greater physical dependence to opioids, which can be alleviated by correcting VitD levels.

**Fig. 2:**
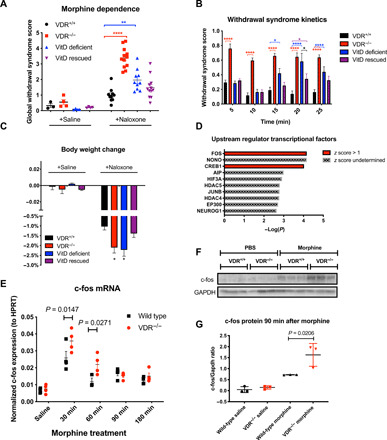
Morphine dependence and morphine-induced accumbal c-fos expression is greater in the absence of VitD signaling. To investigate morphine dependence, acute morphine withdrawal was precipitated by intraperitoneal injection of naloxone in morphine dependent mice (see Materials and Methods for details). Immediately after injection of naloxone, mice were placed in a plexiglass cylinder, and their behavior was monitored for 25 min for the appearance of nine withdrawal symptoms, from which a composite global withdrawal score (**A**) was calculated. Three to four mice from each group served as nonwithdrawn controls that received saline injections instead of naloxone. Individual withdrawal signs and the kinetics of withdrawal revealed differences between VitD-deficient models and wild-type controls [(**B**) and figs. S7 and S8]. Weight loss after naloxone-precipitated withdrawal was greater in the VitD-deficient models (**C**), *n* = 3, 4, 4, 4, 10, 12, 7, and 12 per group in the order of display. Data are represented as the means ± SEM. *P < 0.05 by one-way ANOVA with Dunnett’s multiple comparisons test (body weight change) or Kruskal-Wallis test with Dunn’s multiple comparisons test (all other measures) compared to naloxone-treated control groups. (**D**) Ingenuity Pathway Analysis of upstream transcriptional regulators of morphine-induced differentially expressed genes between *Vdr*^−/−^ and wild-type mice in the nucleus accumbens. Top 10 predicted regulators are ranked by predicted activation score (*z* score) and −log(*P*) values. (**E**) Morphine induced significantly higher c-Fos mRNA induction in the nucleus accumbens in *Vdr*^−/−^ mice compared with wild-type mice. HPRT, hypoxanthine-guanine phosphoribosyltransferase. (**F** and **G**) Morphine-induced c-Fos protein expression is significantly higher in *Vdr*^−/−^ mice compared with wild-type mice. Data are represented as the means ± SEM; *P* values were obtained by two-way ANOVA with Sidak’s multiple comparisons test. *P < 0.05 compared with the corresponding saline group. GAPDH, glyceraldehyde phosphate dehydrogenase. **P < 0.01 and ****P < 0.0001.

### Opioid-induced c-fos transcription in the nucleus accumbens is repressed by VDR

To examine the mechanism underlying the increased morphine reward in *Vdr*^−/−^ mice, we performed RNA sequencing (RNA-seq) on bilateral micropunches of the nucleus accumbens, a key brain region for morphine reward, from *Vdr*^−/−^ and wild-type mice 90 min after intraperitoneal injection of PBS or morphine sulfate (5 mg/kg). 

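Nucleus accumbens libraries came from 12 mice, 3 for each of the 4 combinations of genotype and injection. The methods name a diet with extra calcium and lactose for *Vdr*-/- mice only, so differences between the genotypes may include an effect of diet. *Vdr*, the targeted gene, held 0 to 14 reads in each of these 12 libraries and was not lower in *Vdr*-/- mice, so the genotypes were taken from the sample labels. The authors removed adapters with Trimmomatic, mapped the reads with STAR to the GENCODE mouse annotation and counted them per gene. They deposited normalized counts, in 1 table for each pair of groups compared. Each deposited value equalled a read count divided by the DESeq2 size factor of its library within that table. Of the values in each library, 100% were whole multiples of the value of 1 read (tolerance 0.01), so the read counts could be recovered. The reads on genes per library ranged from 11628895 to 24509922 (median 16507992) in wild-type mice given PBS and from 10950563 to 16649961 (median 16423163) in wild-type mice given morphine. In *Vdr*-/- mice they ranged from 16909566 to 18903179 (median 18893772) with PBS and from 9328726 to 18166545 (median 15095896) with morphine. Genes with a mean value of at least 10 over the libraries compared were tested on log2(value + 1) with limma (two-sided, with Benjamini-Hochberg adjustment). Lists of genes were tested with camera at a preset inter-gene correlation of 0.01, and again with fry and with an estimated correlation. Because camera and fry rely on a model and the groups are small, the mean of each list was also tested by an exact permutation of the libraries (two-sided), a test added after the list values had been seen. With 3 mice against 3 it cannot give a p below 0.1, and the interaction, from 400 permutations, none below 0.005. The interaction was permuted in 2 ways, by injection within genotype, which counts a shared morphine effect as spread, and by genotype within injection, which counts a shared genotype effect as spread. In 1 library, wild-type PBS mouse 2, the expression ratio to the other nucleus accumbens libraries fell with exon length across genes, which are not independent replicates (Spearman's rho −0.443), and rose with their GC content (rho 0.495). The correlation with length lay between −0.0835 and 0.259 in the other nucleus accumbens libraries.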

As expected, morphine-induced gene expression changes in multiple pathways involved in opioid signaling, including targets of cyclic adenosine 3′,5′-monophosphate (cAMP), Gα_i_, and cAMP response element–binding protein (CREB) signaling, in both wild-type and *Vdr*^−/−^ mice compared with PBS treatment (files S1 and S2). 

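With morphine, 128 of 15749 genes tested changed in wild-type mice at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 65 higher and 63 lower. In *Vdr*-/- mice, 3018 of 15820 genes changed, 1573 higher and 1445 lower. A different tissue content of the punches could underlie part of these changes. Medium spiny neuron marker genes were lower with morphine, by medians of −0.66 in wild-type and −0.57 in *Vdr*-/- mice. Septum marker genes were higher, by 0.96 and 0.74. The wild-type count rested on single libraries: it was 627 without PBS mouse 2, 21 without morphine mouse 1.0, 4 without PBS mouse 1, 9 without PBS mouse 3, and 0 without morphine mouse 1.1 or 1.2. The *Vdr*-/- count fell to 1566 without PBS mouse 9, 1633 without morphine mouse 2.1 and 1965 without morphine mouse 2.2. The alternative that moved the counts most, edgeR fitted on all 12 libraries, gave 1083 genes in wild-type and 1196 in *Vdr*-/- mice. DESeq2, the authors' tool, gave 493 and 2045. When the morphine effects of the genotypes were tested against each other, 0 of 15788 genes passed the threshold, and 916 had an unadjusted p under 0.05.

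Lists of target genes were compiled from general knowledge and are not those of the authors' software. Of 35 CREB and cAMP target genes tested, 27 were higher with morphine in *Vdr*-/- mice, with a median log2 fold change of 0.33 (camera p = 3.47e-05, fry p = 0.0317, estimated correlation p = 0.171, exact permutation test of the list mean p = 0.1). The camera call thus held under fry but not with an estimated correlation. Single genes passed the threshold in 24 cases over all genes tested and in 26 when adjusted over the list alone. In wild-type mice, 19 of the 35 were higher, the median was 0.16 and camera gave p = 0.183 (exact permutation, p = 0.3), with 1 gene past the threshold over all genes tested and 7 adjusted over the list alone. Without wild-type PBS mouse 3 the median was 0.24 and camera called the list, without PBS mouse 2 it was 0.01 and without morphine mouse 1.2 it was 0.02. In genes with a mean of at least 50 it was also 0.02. The difference between the genotypes had a median of 0.29 (camera p = 3.71e-06, fry p = 0.0813, exact permutation p = 0.225 by injection and 0.05 by genotype). Activity-regulated genes, 12 of which are also in the CREB list, were higher in 29 of 30 cases in *Vdr*-/- mice, with a median of 0.48 (camera p = 1.91e-12, fry p = 0.0100, estimated correlation p = 0.0718, exact permutation p = 0.1). They passed the threshold in 16 cases over all genes tested and in 21 adjusted over the list alone. In wild-type mice, 20 of the 30 were higher, with a median of 0.15 (camera p = 0.00422, fry p = 0.0977, exact permutation p = 0.1). There, 3 passed over all genes tested and 8 adjusted over the list alone, and without PBS mouse 2 the median was 0.12 and camera no longer called the list. The genotype difference of this list had a median of 0.38 (camera p = 1.55e-10, fry p = 0.0463, exact permutation p = 0.32 by injection and 0.08 by genotype), and 0.25 without PBS mouse 8. Neither exact scheme gave a p below 0.05 for these lists. Targets of Gα_i_ signaling were not tested separately.

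In these lists, the genes past the threshold in wild-type mice were *Atf3* (log2 fold change 1.72, adjusted p = 0.0377), *Fosl2* (0.82, adjusted p = 0.0390) and *Sik1* (0.58, adjusted p = 0.0390). In *Vdr*-/- mice the largest changes, apart from that of *Fos*, were in *Gem* (1.72), *Nr4a3* (1.30), *Arc* (1.28), *Bdnf* (1.25), *Dio2* (1.22), *Fosl2* (1.19) and *Klf4* (1.12), all higher, with adjusted p-values from 0.000177 to 0.00442. The largest rises over all genes, among those past the threshold whose groups did not overlap, were mostly in small RNA genes. *Rny3* was at least 22.5-fold higher and *Rny1* at least 17.8-fold higher with morphine in wild-type mice, against PBS groups with at most 2 reads per library. In *Vdr*-/- mice *Rny3* was at least 26.2-fold higher, *Rny1* was higher by at least 4.36 on the log2 scale, and *Prg4*, with 0 reads in the PBS group, was at least 8.09-fold higher. *Myoc* rose by 4.40 on the log2 scale in wild-type mice. The largest falls were in *Cd4* (−1.34), *Ano2* (−1.24) and *Ackr2* (−1.15) in wild-type mice and in *Gpx6* (−2.28), *G630093K05Rik* (−2.12) and *Ighg2c* (−1.93) in *Vdr*-/- mice. The 12 morphine libraries of both regions carried 12 different index sequences, the 12 PBS libraries also carried 12, and 5 indexes occurred in both. All 5 were on PBS libraries of the VTA, and no libraries compared with each other in a deposited table of morphine against PBS shared an index, so separate pools for the injections were not shown in general. Wild-type PBS mouse 3 and wild-type morphine mouse 1.0 of the VTA shared an index, and so did *Vdr*-/- PBS mouse 8 and wild-type morphine mouse 1.1, so the libraries of each such pair cannot have shared a pool. The labels also name PBS and morphine libraries in different forms. A batch that goes with the injection therefore stays open for all comparisons of morphine with PBS.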

Next, to mechanistically examine increased morphine sensitivity in *Vdr*^−/−^ mice, we investigated the differentially expressed genes between morphine-treated *Vdr*^−/−^ and wild-type mice. 

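Between morphine-treated *Vdr*-/- and wild-type mice, 30 of 15638 genes tested differed in the nucleus accumbens at an adjusted p under 0.05 (limma, Benjamini-Hochberg). In *Vdr*-/- mice 11 of them were higher and 19 lower. An unadjusted p under 0.05 was found for 1209 genes. The values of the 2 genotypes did not overlap for 13.5% of all genes, against 10% that chance gives. DESeq2 gave 51 genes, 16 higher and 35 lower, and included all 30. Without a trend in limma's variance the count was 10. It was 47 without wild-type mouse 1.0, 19 without wild-type mouse 1.2, 19 without *Vdr*-/- mouse 2.0, 14 without mouse 2.1 and 17 without mouse 2.2. The balance went the other way without a trend (6 higher and 4 lower) and with edgeR on all 12 libraries (8 and 6). It also did so without wild-type mouse 1.1 (14 and 8) and without *Vdr*-/- mouse 2.2 (9 and 8). The largest rise was in *Tuba1c*, which lies on chromosome 15 from 99029891 to 99038110, 1.15 megabases from *Vdr*. Its value was 394 ± 10.1 (SD) in *Vdr*-/- and 4.95 ± 1.30 in wild-type mice, a log2 fold change of 6.07 (standard error 0.19, adjusted p = 9.89e-09). *Gm14150* (4.60) and *Gm3756* (2.97) followed, pseudogenes that share 68.0% and 62.7% of their 25-base words with *Tuba1c*. The largest falls were in *Gm15446* (−6.38, adjusted p = 9.52e-09), in *Olfr286*, at least 10.3-fold lower, and in *Mid1* (−1.43, adjusted p = 0.00104). Of these 6 genes, all but *Mid1* were also called in PBS mice. Of the genes in the target lists, only *Npas4* passed the threshold, at 575 ± 45.0 against 423 ± 17.2, a log2 fold change of 0.44 (standard error 0.07, adjusted p = 0.0440) that stayed between 0.39 and 0.50 with each mouse left out. The call itself was borderline. It was lost with quantile normalization, without a trend, with edgeR on all 12 libraries, with a block for the last digit of the mouse numbers and with 5 of the 6 mice left out in turn, and it held with DESeq2 and with edgeR on the 6 libraries.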

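The transcription regulators ranked in Fig. 2D were first examined by their own transcripts in the nucleus accumbens of morphine-treated mice. *Creb1* had a value of 932 ± 49.7 (SD) in *Vdr*-/- and 922 ± 37.6 in wild-type mice, a log2 fold change of 0.01 (standard error 0.06, adjusted p = 0.979, limma with Benjamini-Hochberg adjustment). None of *Nono*, *Hif3a*, *Hdac5*, *Junb*, *Hdac4* and *Ep300* passed the threshold. Their log2 fold changes ran from −0.09 for *Nono* to 0.23 for *Hdac4*, with adjusted p-values from 0.520 to 0.914, and *Neurog1*, with at most 2 reads in a library, was not tested. Leaving out 1 mouse reversed the small changes of *Creb1* (to −0.02), *Hif3a* (to −0.09) and *Junb* (to −0.01).

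The activity of the regulators was approached through lists of target genes. The authors' *z* scores depend on the gene lists of their software and were not recomputed. For c-FOS, a list of 50 AP-1 target genes was used, of which 44 were tested and 15 are also in the CREB list. Between morphine-treated *Vdr*-/- and wild-type mice, 30 of the 44 AP-1 targets were higher in *Vdr*-/- mice, with a median log2 fold change of 0.08 (camera p = 0.0210, exact permutation test of the list mean p = 0.2). Of the 35 CREB and cAMP targets 22 were higher, also with a median of 0.08 (camera p = 0.0164, exact permutation p = 0.3). Neither camera call held in that exact test, under fry (p = 0.247 for AP-1 and 0.352 for CREB) or with an estimated correlation (p = 0.208 and 0.321). Single AP-1 targets past the threshold numbered 0 over all genes tested and 0 adjusted over the list alone. Of the CREB targets 1 passed over all genes tested and 9 adjusted over the list alone. Both calls rested on single libraries. Without *Vdr*-/- mouse 2.0 the AP-1 median was 0.03 and the CREB median −0.01, and camera called neither list. Without wild-type mouse 1.0 the AP-1 median was also 0.03, and without wild-type mouse 1.1 the CREB median was 0.07, each without a call.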

Using upstream regulator analysis (see Materials and Methods for details), a tool that infers transcription factor activity based on expression patterns of target genes, we found that only FOS and CREB1 were predicted to be activated by morphine (*z* score > 1) in *Vdr*^−/−^ mice compared to wild-type mice (Fig. 2D and file S3). In morphine naïve (saline-treated) *Vdr*^−/−^ mice, FOS activity was not induced (*z* = −0.518) (file S4), suggesting that the increased FOS activation in *Vdr*^−/−^ mice is a result of morphine treatment.

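In PBS-treated mice, 16 of the 45 AP-1 target genes tested were higher in the nucleus accumbens of *Vdr*-/- than of wild-type mice, and the median log2 fold change was −0.10 (camera p = 0.00674, fry p = 0.0292, estimated correlation p = 0.0385, exact permutation test of the list mean p = 0.1, its smallest value). The camera call held under the other settings of the correlation. The median stayed between −0.14 and −0.08 with each mouse left out, and 0 of the 45 genes passed the threshold over all genes tested and 1 adjusted over the list alone. *Fos* itself was at 192 ± 46.5 (SD) in *Vdr*-/- and 274 ± 83.4 in wild-type mice, a log2 fold change of −0.50 (standard error 0.25, adjusted p = 0.600, limma with Benjamini-Hochberg adjustment). The change of *Fos* lay between −0.66 and −0.26 with each mouse left out. Over all genes, 11 of 15933 tested differed between the genotypes in PBS mice, 7 higher and 4 lower, while 1424 had an unadjusted p under 0.05. With 1 mouse left out the count lay between 2, without *Vdr*-/- mouse 8, and 28, without wild-type mouse 2. It was also below the full count by more than 1.5 times without wild-type mouse 3 (6 genes), *Vdr*-/- mouse 7 (5 genes) and *Vdr*-/- mouse 9 (4 genes). DESeq2 gave 63 genes, with the balance the other way (22 higher and 41 lower), as did edgeR on all 12 libraries (15 and 29) and the fit without wild-type mouse 2 (10 and 18).

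Whether morphine acted differently on the AP-1 targets of the genotypes was tested as an interaction. The change with morphine was larger in *Vdr*-/- mice for 31 of 45 genes, with a median difference of 0.08 (camera p = 0.000329, fry p = 0.0218, estimated correlation p = 0.0169). For the list mean, the exact permutation p was 0.21 by injection within genotype and 0.01 by genotype within injection, so the call held in 1 of the 2 exact schemes. No gene passed the threshold over all genes tested, and 1 did adjusted over the list alone. With 1 library left out the median difference lay between 0.08 and, without wild-type morphine mouse 1.2, 0.21. The difference adds the lower AP-1 values of *Vdr*-/- mice given PBS to their higher values with morphine. From the absence of induced FOS activity in saline-treated *Vdr*-/- mice, the paper proposes that the increased FOS activation is a result of morphine treatment.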

Having observed greater c-FOS transcription factor target gene expression in the nucleus accumbens of *Vdr*^−/−^ animals (Fig. 2D and file S3), we investigated the kinetics of morphine-induced c-Fos mRNA and protein levels in the nucleus accumbens, where c-Fos has been shown to be required to elicit opioid reward (*18*). 

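*Fos* lies on chromosome 12 of GRCm38 from 85473890 to 85477273. At 90 min after morphine, its value in the nucleus accumbens was 339 ± 51.7 (SD) in *Vdr*-/- and 289 ± 32.3 in wild-type mice, a log2 fold change of 0.22 (standard error 0.12, adjusted p = 0.695, limma with Benjamini-Hochberg adjustment). The groups overlapped (two-sided exact permutation test, p = 0.3), and the change lay between 0.10 and 0.31 with each mouse left out. Against PBS, morphine raised *Fos* in *Vdr*-/- mice from 176 ± 42.7 to 375 ± 57.0, a log2 fold change of 1.11 (standard error 0.16, adjusted p = 0.00110). Every morphine-treated *Vdr*-/- mouse was above every PBS-treated one (exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). In wild-type mice *Fos* changed from 248 ± 74.3 to 316 ± 34.8, a log2 fold change of 0.38 (standard error 0.20, adjusted p = 0.381, 0.2385 to 0.615 with each library left out). The difference between these morphine effects was 0.72, and 0.49 to 0.89 with each library left out. For *Fos* alone limma gave an unadjusted p of 0.0316, and the exact permutation p was 0.245 by injection and 0.06 by genotype. Over all genes tested, the adjusted p was 0.83. The means in CPM, 24.2 in *Vdr*-/- and 20.7 in wild-type mice, were closer together after morphine than the 11.0 and 15.9 after PBS.

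**Figure D1:**
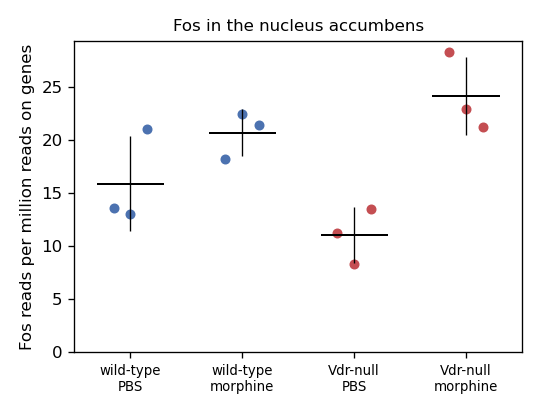
*Fos* CPM in the 12 nucleus accumbens libraries, by genotype and injection; points are mice, horizontal lines means and vertical lines SDs (n = 3 mice per group). *Vdr*-/- mice given PBS sit between 8.28 and 13.5 and those given morphine between 21.2 and 28.3, while wild-type mice given PBS (13.1 to 21.0) and morphine (18.2 to 22.5) overlap.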

We found that maximal morphine induction of *c-Fos* mRNA was significantly higher in *Vdr*^−/−^ mice compared with wild-type animals 30 and 60 min following injection (Fig. 2E). The greater *c-Fos* mRNA induction was accompanied by higher induction of c-FOS protein expression in *Vdr*^−/−^ mice 90 min after morphine administration, the time point at which RNA-seq demonstrated increased c-FOS transcription factor activity (Fig. 2, F and G). The increased expression of *c-Fos* mRNA and protein suggest increased activity of the nucleus accumbens in response to morphine. In line with this, we observed that morphine induces increased brain-derived neurotrophic factor (BDNF) mRNA synthesis in the NAcc in *VDR^−/−^* mice in response to morphine (fig. S9). 

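*Vdr* lies on chromosome 15 of GRCm38 from 97854425 to 97910630. In the nucleus accumbens it held 1 to 14 reads per library in wild-type mice given PBS, 1 to 3 in wild-type mice given morphine, 6 to 10 in *Vdr*-/- mice given PBS and 0 to 6 in *Vdr*-/- mice given morphine. In the VTA of the same mice it held 2 to 12, 5 to 17, 3 to 17 and 6 to 12 reads, in the same order of groups. The highest CPM of *Vdr* in any library was 0.878. The gene lay below the minimum mean of 10 in every comparison and was not tested. At this depth a difference between the genotypes was not detectable and the reads were not fewer in *Vdr*-/- than in wild-type mice. The genotypes of all 24 libraries were separated instead by *Tuba1c*, which had 5 to 25 reads in each wild-type library and 269 to 1125 in each *Vdr*-/- library.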

Because of relatively low expression of VDR in our RNA-seq data, coupled with its very low/absent expression in the nucleus accumbens in human brain samples (fig. S10), these data suggest that VDR regulates morphine-induced nucleus accumbens activity via a noncell-autonomous pathway, such as increased activation of input to the nucleus accumbens.

We have focused on multiple brain regions (for details, see Materials and Methods) and found that in *VDR^−/−^* mice, morphine-induced greater c-fos expression changes in the ventral tegmental area (VTA) compared with *Vdr* wild-type mice (fig. S11, A and B). 

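VTA libraries of 12 mice were analysed in the same way as the nucleus accumbens libraries, 3 for each combination of genotype and injection. The reads on genes per library ranged from 18241214 to 24639176 (median 21938437) in wild-type mice given PBS and from 14358156 to 19363222 (median 16414658) in wild-type mice given morphine. In *Vdr*-/- mice they ranged from 12421680 to 30184426 (median 17979665) with PBS and from 14696106 to 17621533 (median 15870831) with morphine. The deposited tables that compare morphine with PBS hold 5 VTA libraries each, without PBS mouse 3 in wild-type and without PBS mouse 8 in *Vdr*-/- mice, and were tested as 3 mice against 2. With morphine, 591 of 16187 genes tested changed in wild-type mice at an adjusted p under 0.05 (limma, Benjamini-Hochberg), 286 higher and 305 lower, and 1639 of 16364 in *Vdr*-/- mice, 775 higher and 864 lower. With all 3 PBS mice, an alternative chosen after the tables were seen, 2001 genes changed in wild-type mice, 549 of them among the 591. In *Vdr*-/- mice that alternative gave 1242 genes, 1000 of them among the 1639. The wild-type count was 2817 without morphine mouse 1.1 and 64 without mouse 1.2, and the *Vdr*-/- count was 653 without mouse 2.1 and 329 without mouse 2.2. Without a trend in limma's variance the counts were 56 and 0, and at an unadjusted p under 0.05 they were 3919 and 4879 with the trend. Between the genotypes, 64 of 16425 genes differed in PBS mice, 42 higher and 22 lower in *Vdr*-/- mice. In morphine-treated mice 10 of 16029 differed, 6 higher and 4 lower. DESeq2 gave 290, with 137 higher and 153 lower, and 95. Without *Vdr*-/- mouse 8 the count in PBS mice was 370, with 122 higher and 248 lower, and it was 13 to 20 without any 1 of the other 5 mice. In morphine-treated mice it was 49 without wild-type mouse 1.1, 36 without *Vdr*-/- mouse 2.0, 6 without wild-type mouse 1.2 and 5 without *Vdr*-/- mouse 2.1. The balance there went the other way without wild-type mouse 1.1 (20 higher and 29 lower). It also did so with edgeR on all 12 libraries (10 and 16) and without a trend (2 and 3). The largest changes between the genotypes were in *Tuba1c* (5.30 with PBS and 5.77 with morphine, log2 scale), *Gm14150* (4.67 and 4.94) and *Gm15446* (−7.13 with PBS and at least 105-fold lower with morphine).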

Given previous findings that VitD signaling influences dopamine signaling in the VTA in mice (*19*), we performed RNA-seq of the VTA from VDR^−/−^ and wild-type mice after saline or morphine injections (files S5 to S8). 

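Of 25 dopamine neuron genes tested in the VTA of PBS-treated mice, 24 were lower in *Vdr*-/- than in wild-type mice, with a median log2 fold change of −0.87 (camera p = 3.15e-11, fry p = 0.115, estimated correlation p = 0.168, exact permutation test of the list mean p = 0.1). The camera call held neither under fry nor with an estimated correlation, and 0 genes passed the threshold over all genes tested and 0 adjusted over the list alone. *Th*, *Slc6a3*, *Ddc* and *Slc18a2* were singled out after their values were seen. *Th* was at 365 ± 52.1 (SD) CPM in wild-type and 196 ± 133 in *Vdr*-/- mice, a log2 fold change of −1.22 (standard error 0.53, adjusted p = 0.351, limma with Benjamini-Hochberg adjustment). The changes of *Slc6a3* (−1.35), *Ddc* (−1.08) and *Slc18a2* (−1.32) had adjusted p-values from 0.309 to 0.352. The 3 *Vdr*-/- mice differed widely. *Th* was at 325 CPM in mouse 8, close to the lowest wild-type mouse at 332, at 203 in mouse 7 and at 59.6 in mouse 9. The median of the list was −0.47 without mouse 9, and the change of *Th* was −0.51. Without mouse 8 they were −1.27 and −1.74 (adjusted p = 0.0841 for *Th*). Of 15 other dopamine receptor signaling genes, such as *Drd1*, *Ppp1r1b* and *Adcy5*, 13 were higher in *Vdr*-/- mice, with a median of 0.14 (camera p = 0.156, fry p = 0.397, exact permutation p = 0.5). Of these, 0 passed the threshold over all genes tested and 3 adjusted over the list alone. In morphine-treated mice the difference between the genotypes had the other direction: 24 of the 25 dopamine neuron genes were higher in *Vdr*-/- mice, with a median of 0.90 (camera p = 7.37e-20, fry p = 0.0429, estimated correlation p = 0.0680, exact permutation p = 0.1). There, 0 passed over all genes tested and 21 adjusted over the list alone. The genotype effect on the mean of the list was −0.81 with PBS and 1.00 with morphine, and the difference of 1.81 had an exact permutation p of 0.005, the smallest that the 400 permutations of genotype within injection allow. With injection permuted within genotype, over the 10 libraries of the deposited morphine tables, the exact p was 0.08. The tissue content of the punches also differed. In wild-type VTA libraries *Pax5* was at 32.9 to 46.5 CPM with PBS and at 0 to 0.183 with morphine. A list of hypothalamus marker genes rose with morphine there by a median of 2.02. Placement of the punches could therefore give part of this reversal and was not excluded.

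**Figure D2:**
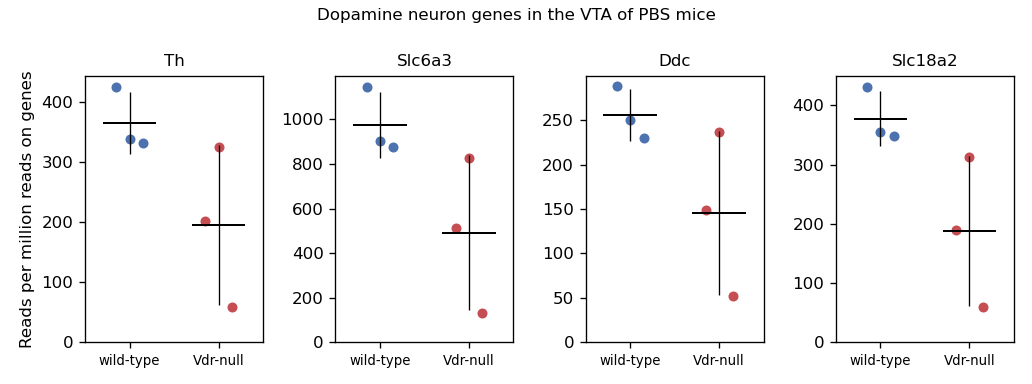
CPM of *Th*, *Slc6a3*, *Ddc* and *Slc18a2* in the VTA of PBS-treated wild-type and *Vdr*-/- mice; points are mice, horizontal lines means and vertical lines SDs (n = 3 mice per group). For *Th* the wild-type mice sit between 332 and 425 and the *Vdr*-/- mice between 59.6 and 325.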

In line with prior observations (*19*), we have observed a down-regulation of genes involved in dopamine signaling in the absence of VitD signaling (fig. S11, C and D) in saline-treated animals. This finding is in agreement with a recent report that measured decreased dopamine levels in VitD-deficient mice in the VTA and also with other studies that implicated the role of VitD in regulating dopamine metabolism (*20*–*23*). Therefore, it is possible that there are compensatory mechanisms downstream of dopamine receptor signaling that contribute to increased opioid reward in the VitD-deficient setting. Alternatively, nondopaminergic mechanisms [i.e., glutamatergic transmission from the Basolateral amygdala (BLA)] might contribute to the phenotype.

Next, we investigated the mRNA expression of OPRM1 in the VTA. Using the Allen Brian Atlas, we found a significant inverse correlation between VDR and OPRM1 mRNA in the VTA (fig. S11E), which is in line with our results of having increased opioid signaling in the absence of VDR signaling. However, we could not find significantly higher OPRM1 expression in the VTA in *Vdr*^−/−^ mice (fig. S11F), suggesting that either the correlation does not exist in mice or that some other brain areas might have altered OPRM1 expression in *Vdr*^−/−^ mice.

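In the VTA of morphine-treated mice, 31 of 44 AP-1 target genes tested were higher in *Vdr*-/- than in wild-type mice, with a median log2 fold change of 0.10 (camera p = 0.0536, fry p = 0.412, estimated correlation p = 0.441, exact permutation test of the list mean p = 0.2). Of these genes, 0 passed the threshold over all genes tested and 1 adjusted over the list alone. The median rose to 0.20 without wild-type mouse 1.0 and also without *Vdr*-/- mouse 2.0, when camera called the list, and its lowest value with a mouse left out was 0.07. In genes with a mean of at least 50 it was 0.11, and with quantile normalization 0.09, again with a call. *Fos* itself was at 332 ± 61.6 (SD) in *Vdr*-/- and 315 ± 23.0 in wild-type mice, a log2 fold change of 0.06 (standard error 0.13, adjusted p = 0.914, limma with Benjamini-Hochberg adjustment), and −0.08 without *Vdr*-/- mouse 2.0. The *z* scores of the upstream regulator analysis were not recomputed. The AP-1 list includes *Th* and other genes that can follow the tissue content of VTA punches, so its median does not measure FOS activity alone.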

Although c-fos staining intensity was found to be greater in *Vdr*^−/−^ mice, upstream regulator analysis of the global transcriptome changes did not reveal as large of a c-fos activation in *Vdr*^−/−^ mice compared with wild-type mice in the VTA (*z* score = −0.4; file S7), as we have seen in the NAC (*z* score = +1.1; Fig. 2D and file S3). Collectively, these results suggest that in addition to the VTA, other brain regions likely also contribute to the increased activation of NAC. In addition, a recent study showed that VDR expression in the basolateral amygdala is negatively associated with the addiction index derived from multiple cocaine self-administration behaviors in female mice (*24*). This highlights the complexity of VitD signaling in reward behaviors and is in line with our observations that VitD deficiency likely modulates opioid responses in multiple brain areas.

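The regions were compared within each morphine-treated mouse, as the difference between its nucleus accumbens and VTA libraries. The genotype effect on the 44 AP-1 target genes was smaller in the nucleus accumbens than in the VTA by a median of −0.03 on the log2 scale, with 19 genes in the other direction (camera p = 0.349, fry p = 0.701, exact permutation p = 0.9). It was −0.19 without *Vdr*-/- mouse 2.0 and −0.16 without wild-type mouse 1.0, both called by camera, and 0.04 without *Vdr*-/- mouse 2.1, not called. Over all genes, 0 of 15929 tested had a genotype effect that differed between the regions at an adjusted p under 0.05, and 763 had an unadjusted p under 0.05. The count was 6 without wild-type mouse 1.1 and 4 without *Vdr*-/- mouse 2.0. Because the tissue content of VTA punches can move the AP-1 list, its values do not decide on FOS activity by region. From the smaller predicted c-fos activation in the VTA than in the NAC, the paper proposes that other brain regions also contribute to the increased activation of the NAC.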

Given the role of VitD signaling in morphine reward, we asked whether VDR might have a more general role in regulating reward responses to non-opioid drugs of abuse. We tested rewarding effects of nicotine, a non-opioid substance whose rewarding effects are modulated by opioid signaling (*25*). We observed strong and highly significant CPP for nicotine in *Vdr*^−/−^ mice compared with wild-type mice (fig. S12A). Prior observations showed that nicotine CPP is high in younger mice and decreases with age (*26*). In line with this pattern, the increased nicotine sensitivity in the setting of VDR knockout was age-dependent, as the same dose of nicotine did not elicit CPP in older (8-month) mice (fig. S12B).

### VitD deficiency increases UV radiation–induced endogenous analgesia and reward

Last, we asked whether VitD deficiency might sensitize to physiologic endogenous opioid signaling in response to UV radiation. Because the addiction-like effects of UV were previously shown to be mediated by endorphin/opioid signaling (*7*), we anticipated that the VDR^−/−^ state would derepress opioid/CPP responses. We used *Vdr*^−/−^ mice to ablate effects of UV-induced de novo cutaneous VitD synthesis. Similar to increased exogenous opioid analgesia, daily low-dose UV (50 mJ/cm^2^) induced significantly higher analgesia in *Vdr*^−/−^ mice compared with wild-type mice (Fig. 3A). Next, we examined whether VitD deficiency might alter UV-seeking behavior. Mice were conditioned with either UV or mock radiation in a CPP apparatus and tested for place preference (Fig. 3B). UV exposure induced a strong CPP in the *Vdr*^−/−^ mice, in contrast to a minimal and insignificant trend toward preference in *Vdr* wild-type mice (Fig. 3C). UV has numerous effects that are independent of VitD; it is notable that the UV responses observed here in *Vdr*^−/−^ were phenocopied by morphine treatments in VitD deficient as well as *Vdr*^−/−^ mice, suggesting that the CPP effects were opiate/opioid mediated and thus not strictly UV dependent—and they were also reversible with restoration of VitD levels. These results suggest that the lack of VitD signaling sensitizes individuals to the rewarding effects of UV, in line with an adaptive feedback loop in which deficiencies in VitD signaling increase UV/opioid reward to maximize VitD synthesis, whereas correcting VitD signaling restores normal sensitivity to UV (illustrated in Fig. 3D).

**Fig. 3:**
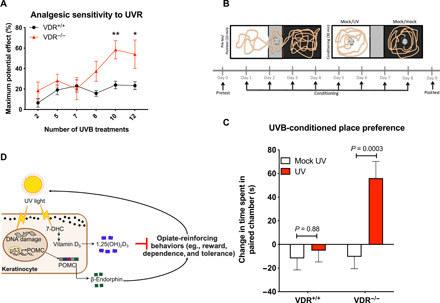
The absence of VDR signaling increases UV radiation–induced analgesia and UV CPP. (**A**) Daily UV radiation (UVR)–induced analgesia is significantly higher in *Vdr*^−/−^ mice compared with *Vdr*^+/+^ mice (*n* = 12 and 9, VDR^+/+^ and VDR^−/−^, respectively). (**B**) Mice were conditioned to UVB (*n* = 12 and 9, for VDR^+/+^ and VDR^−/−^, respectively) or mock UV treatment (*n* = 12 and 11, for VDR^+/+^ and VDR^−/−^, respectively) in the white chamber and to mock UV in the black chamber, and place preferences were evaluated as change in time spent in the white chamber postconditioning versus preconditioning. (**C**) VDR represses chronic low-dose UV radiation–induced place preference. Data are represented as the means ± SEM, *P* values were obtained by two-way ANOVA with Sidak’s multiple comparisons test. *P < 0.05 compared with the corresponding saline group. (**D**) Model depicting UV radiation–induced behavior changes that are inhibited by a negative feedback loop by VitD synthesis. POMC, proopiomelanocortin. 7-DHC, 7-Dehydrocholesterol. **P <0.01.

## DISCUSSION

Evolutionarily, developing addiction to ultraviolet B (UVB) radiation, a ubiquitous carcinogen whose effects manifest mainly in postreproductive years, could increase fitness of a population if accompanied by positive effects in childhood or early adulthood. The detrimental health effects of VitD deficiency have been suggested to contribute as an evolutionary driver for light skin pigmentation in humans (*8*), and it is plausible that additional mechanisms, like UV-seeking behavior, may further contribute to maintenance of VitD levels in humans and other species. Panther chameleons optimize natural sunlight exposure by fine-tuning basking behavior, depending on their VitD status (*27*). VitD deficiency–associated modulation of endogenous opioid sensitivity and reward might have evolved to promote sun-seeking behavior that replenishes VitD levels that are essential during development and growth, despite late negative consequences of accelerated skin photoaging and skin cancer. However, consumption of exogenous opioids does not trigger VitD synthesis and consequent suppression of opioid sensitivity but may instead produce an amplifying cycle of dependence.

Mechanistically, increased c-fos activation in the nucleus accumbens in the absence of VitD signaling is in line with our observations that opioids induce greater CPP and opioid dependence in VitD-deficient backgrounds. While the exact mechanism that causes greater nucleus accumbens activation remains unclear, several possible mechanisms exist. VDR is ubiquitously expressed in multiple brain regions; therefore, it is plausible that VDR represses opioids simultaneously in multiple regions (i.e., VTA, BLA, etc.). Future functional studies modulating VDR signaling in these regions could clarify in which regions VDR signaling is necessary and sufficient to modulate opioid reward.

We have seen that dopamine signaling is altered in the VTA of *Vdr*^−/−^ mice, in line with previous observations (*19*). It is possible that there are compensatory mechanisms downstream of dopamine receptor signaling that contribute to increased opioid reward in the VitD–deficient (and dopamine deficient) setting. Alternatively, nondopaminergic mechanisms (i.e., glutamatergic transmission from the BLA) might contribute to the phenotype.

The roles of VDR and VitD in regulating the immune system and redox homeostasis are well established. Therefore, future studies are warranted to explore the role of VitD signaling in various immune cell populations, like microglial cells, to investigate their potential role in opioid addiction. The inverse dose-response relationship between VitD levels and likelihood of opioid use, coupled with our preclinical data, is consistent with a model in which even modest rescue of VitD deficiency could be beneficial in the prevention and treatment of opioid addiction, especially considering that VitD is generally inexpensive, accessible, and safe.

It is an important clinical question to determine which patient subpopulation(s) would benefit most from VitD supplementation. It is unclear whether the critical VitD level, above which no additional benefit could be observed, might differ between species. The range of normal VitD levels in humans is quite wide, and we believe that future studies should examine this question within a clinical context because there exists a possibility that patients with low-normal VitD levels might benefit from additional VitD supplementation.

Although effective medication treatments for OUD exist, in real world, evaluations treatment retention remains challenging, and further interventions to augment the efficacy of these existing therapies are needed. In addition, limited data exist on effective interventions to prevent the development of OUD. Our findings offer several different therapeutic opportunities: Our results imply that VitD-deficient individuals may be at risk for developing tolerance and physiologic opioid dependence more rapidly, experiencing more significant withdrawal, and experiencing greater reward from opioid exposure. VitD supplementation might have a preventative benefit by decreasing opioid reward and possibly diminishing the risk of OUD. VitD supplementation may also improve the beneficial effects of medications for OUD. The alarming prevalence and toll of untreated OUD warrants timely clinical studies to test these therapeutic approaches directly, especially given the safety and availability of VitD supplementation.

## MATERIALS AND METHODS

### Mice and diets

All mice used in this study were on a C57BL/6 background. For selected experiments, mice with homozygous deletion of the C terminus of the proopiomelanocortin (POMC) gene, resulting in lack of β-endorphin (β-endorphin^−/−^) (*28*), were used. *Vdr*^−/−^ mice were provided by M. Damay (*29*). *Oprm1*^−/−^ mice were obtained from the Jackson laboratory (*30*).

VitD deficiency was produced by withdrawing VitD from the diet (Research Diets Inc., New Brunswick, NJ) for at least 2 months, beginning at 3 weeks of age. *Vdr*^−/−^ mice were raised on a diet with extra calcium (20% lactose, 2% calcium, 1.25% phosphate, Harlan Bioproducts, 96348) to allow adequate skeletal calcification.

VitD-rescued mice were on the VitD-deficient diet for 2 months, and then VitD was added back to the diet for at least 2 months. All mice were habituated to the holding room for at least a week before starting experiments. On the day of the behavior experiments, mice were moved and habituated to the procedure rooms for at least 30 min before starting experiments.

Experiments and analyses were carried out blindly where it was possible. All animals were used in the study, except for animals that suffered injuries that precluded them from providing data points thus were not included in any measurements. All studies and procedures involving animal subjects were performed in accordance with policies and protocols approved by the Institutional Animal Care and Use Committee at Massachusetts General Hospital.

### UV irradiation

Mice were dorsally shaved 1 day before the start of radiation exposure. Mice were reshaved if there were patches of fur regrowth, once every 2 weeks. To assess UV-induced analgesia, baselines were acquired before UV exposure. Then, mice were exposed daily to 50 mJ^2^ of UVB (using G15T8E UVB bulbs with peak emission of 305 to 310 nm) in the afternoon hours, and analgesia was assayed as described below. For UV-CPP, mice were exposed to 50 mJ/cm^2^ per day of UVB (an empirically determined sub-erythematic dose) for 5 days, followed by 25 mJ/cm^2^ per day of UVB 5 days/week (Monday to Friday) for 2 weeks. UVB was then applied every day (Monday to Sunday) in incrementally increasing doses (+5 mJ/cm^2^ every 4 days) until reaching 50 mJ/cm^2^, followed by 50 mJ/cm^2^ every day for 1 week.

### Blood draws and measurement of serum VitD levels

Mice were placed in a standard restrainer, and tail vein blood was collected in EDTA microvette tubes containing 0.6 Trypsin Inhibitory Units (TIU) aprotinin. Blood was drawn in the morning hours between 10 a.m. and 12 noon. Tubes of collected blood were kept on ice until centrifugation at 3500 rpm at 4°C for 20 min. Plasma was isolated and then stored at −80°C until VitD measurements. The 25(OH)-vitamin D3 was quantified by radioimmunoassay (Immuno-Biological Laboratories Inc., MN, USA).

### Nociceptive and analgesia assays

The hot plate test (*31*) was used to study thermal nociception and analgesia. Nociception tests were carried out as before (*7*). Briefly, mice were placed on a 52°C hot plate, and time of response (jumping, paw flutter, or paw licking) was measured. On three consecutive days before experiments, mice were habituated to the hot plate and the wire mesh rack 2 mi/day. For certain experiments, mice were injected with 10mg/kg dose of methylnaltrexone or naltrexone 60 min before a hot plate test was performed.

### Measurement of analgesia induced by UV and morphine

After establishing baseline thermal nociceptive thresholds, mice were injected with morphine (10 or 20 mg/kg) or with PBS vehicle as control. Nociceptive thresholds were measured 30 min after injections. Analgesia was calculated as percent maximum possible effect (MPE): MPE = (test latency − baseline latency)/(cutoff latency − baseline latency) (*32*), using 30s as a cutoff latency to prevent tissue damage. UV analgesia was measured similarly to morphine analgesia. Mice were exposed to UV irradiation (50 mJ/cm^2^) on a daily basis in the evening hours, and thermal nociceptive thresholds were measured in the following morning using the hot plate assay. Analgesia was calculated as for morphine.

### Measurement of morphine tolerance

Development of tolerance was established by daily intraperitoneal injections of morphine (20 mg/kg) (*33*). Analgesia was measured daily, 30 min after morphine injections, and was normalized to MPE measured on the first day of injection (referred to as day 0).

### Measuring morphine withdrawal

Escalating doses of morphine were administered intraperitoneally for six consecutive days (10, 20, 40, 60, 80, and 100 mg/kg twice daily), and then physical withdrawal symptoms were precipitated by intraperitoneal injection of naloxone (1 mg/kg) on the seventh day, 120 min after a single dose of morphine (100 mg/kg). After the injection of naloxone, mice were immediately placed in a 30 cm by 15 cm by 15 cm plexiglass cylinder, and their behavior was monitored for 25 min. Opioid withdrawal symptoms were evaluated blindly, where it was possible. Wet dog shakes, paw tremors, paw licks, bouts of grooming, jumping, chewing, and rearing events were counted. Wet eye and abnormal posture were quantified as occurrences within 5-min intervals, shaking within 15-s intervals. Diarrhea was estimated by counting the fecal boli. Weight loss was measured by weighing the mice before and 1 hour after naloxone injection. Global withdrawal syndrome and kinetics of withdrawal symptoms were calculated as a composite of the withdrawal symptoms (*34*); for each symptom, the mean value of the VitD control group was defined as 1, and the corresponding value for each mouse was then normalized to this mean to obtain a score for each withdrawal symptom. Next, for each mouse, the scores of these nine withdrawal symptoms were then averaged to obtain the global withdrawal syndrome score. To obtain the kinetics of withdrawal symptoms, for each individual mouse, the global withdrawal syndrome score was separated out by time (such that for each behavior, adding up the values for each mouse across all time points equaled the normalized withdrawal symptom score for that behavior).

### UV CPP testing

Procedures were followed as described (*7*). Briefly, the apparatus used for CPP assays consisted of a chamber with black interior and dim lighting and a chamber with white interior and bright lighting, connected by a smaller gray “neutral” chamber. Before baseline preference assessments, mice were pretreated with UVB as indicated above. Baseline place preferences before conditioning were assessed by placing the mice in the neutral chamber and recording the times spent in the white chamber over the next 10 min. On the subsequent 8 days, conditioning took place in which mice were exposed to either UVB (50 mJ/cm^2^) or mock UV 15 min before placing them in the white chamber, and all animals were exposed to mock UV 15 min before placement in the black chamber. Conditioning time in each chamber was 30 min. For each mouse, there were at least 4 hours between the two conditioning sets. A day after the last conditioning, place preferences were tested again for 10 min.

### Morphine CPP testing

For morphine CPP, similarly to UV-CPP, baseline place preferences were assessed before conditioning. Then, conditioning took place in which mice were conditioned with either different doses of morphine (5, 10, or 20 mg/kg) or saline injected intraperitoneally in the white chamber, and all animals were conditioned with saline in the black chamber. Conditioning time in each chamber was 30 min right after injections. A day after the last conditioning, place preferences were tested again for 10 min.

For the alternative CPP setup, we used an unbiased approach (*35*). For these experiments, a different apparatus was used that has different tactile cues (metal rods and a mesh) in the black and white compartments, allowing for equal preferences for both sides of the apparatus. For testing baseline preferences on day 1, the mice were placed in the middle gray chamber and habituated for 5 min. Afterward, the doors to both side chambers were lifted, and the times spent in the black and white chambers were recorded for a total of 20 min.

For conditioning sessions, mice were paired to a chamber based on their baseline preferences in an unbiased manner in respect to the side of the chamber and to the initial preference. On days 2 and 4, all mice were intraperitoneally injected with PBS and were then conditioned in the “unpaired” chamber for 30 min. On days 3 and 5, the mice were injected either PBS or morphine (0.25 mg/kg) and were conditioned in the “paired” chamber for 30 min. Forty-eight hours after, the last injection preferences were tested again, similarly to day 1.

For CPP assay using calcitriol, calcitriol (10 μg/kg) or vehicle (20% ethanol, 30% propylene glycol, and 50% H_2_O) was intraperitoneally injected in 100 μl daily for 3 days prior starting the CPP assay until the last conditioning session (eight injections total). CPP was performed as in Fig. 1, using morphine (20 kg/mg).

### Nicotine CPP testing

Nicotine CPP was conducted similarly to UV CPP. Baseline preferences were assessed for 15 and 20 min for the experiments using young (average 8 weeks old) and old (average 8 months old) mice, respectively. Nicotine bitartrate salt (pH adjusted for 7.2) was used in a 0.25 mg/kg dose (dose was calculated for the nicotine base form). Mice were conditioned with either nicotine or saline injected subcutaneously in the white chamber, and all animals were conditioned with saline in the black chamber. Conditioning time in each chamber was 30 min right after injections. Only one conditioning was performed per day. A day after a total 4 days of conditionings (two with saline, two with saline/nicotine), place preferences were tested again.

### Quantitative polymerase chain reaction and western blot

To obtain nucleus accumbens and VTA samples, mice were intraperitoneally injected with morphine (5 mg/kg) or saline and were cervically dislocated at different time points (30, 60, 90, or 180 min) after injections. Mice receiving saline injections were euthanized 60 min after injection and were used as control groups for all morphine-treated groups. Brains were then immediately flash frozen in isopentane and stored in −80°C.

Punches were taken from coronal sections of the mouse brain for both NACC and VTA. For NACC, the *aci* and *fmi* white matter structures were used as landmarks to determine Bregma 1.94. Bilateral punches with a diameter of 1.5 mm were then taken 2 mm in depth with *aci* at the center of the punch, to ensure that both the accumbens core and shell were within the punch. To reach the VTA, coronal sections were taken until white matter structures of the cingulum (*cg*) were rounded and the dentate gyrus of the hippocampus began to form ventrally and caudally, as observed at Bregma of −2.92 mm. Bilateral punches with a diameter of 1.5 mm were then taken at ~1.0 mm in depth at a location of 0.5 mm lateral and from the midsagittal plane and 0.5 mm from the most ventral portion of the brain. Location of punches is displayed in fig. S13. RNA and proteins were then isolated as recently published (*36*).

### RNA sequencing

The extracted RNA samples were checked for overall quality, and only samples with high quality [RNA integrity number (RIN) ≥ 8.0] and high purity (optical density of 260/280 = 1.8 to 2.0) were used to generate libraries using the Bioo Scientific NEXTflex Rapid Directional RNA-seq Library Prep Kit (Bioo Scientific, Auston, TX). The final library was quantitated using the Agilent 2200 TapeStation High Sensitivity DNA Analysis (Agilent Technologies, Santa Clara, CA) for size and Qubit dsDNA HS Assay (Life Technologies, Waltham, MA) for concentration. The resulting mRNA libraries were then sequenced at the John Wayne Cancer Institute Sequencing Center on an Illumina HiSeq 2500 in Rapid Mode using 101-bp paired-end reads.

### RNA-seq analysis

Raw RNA-seq reads were first checked for overall quality using FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/) and filtered for adapter contamination using Trimmomatic (version 0.36) (*37*) before downstream analysis. The filtered reads were then mapped to the GENCODE mouse comprehensive gene annotation set (version CGRm38) using the STAR aligner (version 2.4.2a) (*38*) with default parameters. Gene level read counts were generated using the *quantMode GeneCounts* option in STAR. Significantly differentially expressed genes were identified using the Bioconductor package DESeq2 (*39*) with a significance threshold of false discovery rate < 0.05. The upstream regulator analyses and pathway analyses were generated through the use of Ingenuity Pathway Analysis (QIAGEN Inc., www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis (*40*). Gene Set Enrichment Analysis (GSEA) was performed using standard setting in GSEAv2.2.

### VDR expression analysis from human brain samples

Six human postmortem brain transcriptomic profiles were downloaded from the Allen Human Brain Atlas (*41*) in May 2017. mRNA enrichment analysis was done as described previously (*42*). Only those 190 brain regions were used in the analysis where data were available from at least four donors. VDR expression was averaged per brain region per patient for *z* transformation. Generated *z* values for individual brain regions represent the difference in the number of SDs compared with the average expression across all brain regions. Brain regions were defined as VDR high (*z* > 1) and VDR low (*z* < 1).

### c-fos staining of mouse brain samples

Mice were perfused with ice-cold PBS followed by 4% paraformaldehyde. Brains were fixed in 4% paraformaldehyde at 4°C for 48 hours. Brains were sliced at 50-μm thickness using a Leica vibratome (VT 1000s). Slices were washed three times in PBS for 5 min, blocking with 6% goat serum + 2% bovine serum albumin + 0.3% Triton X-100 (Blocking solution) at room temperature for 1 hour. Slices were then incubated with primary antibody (1:500; rabbit anti–c-Fos, Cell Signaling) in blocking solution at 4°C for overnight. After washing slices with PBS for three times, slices were incubated with second antibody (1:2000; goat anti-rabbit Alexa 488, Jackson ImmunoResearch). Images displayed in fig. S11 were acquired with a Nikon A1 confocal microscope.

For fluorescence quantification, ×4 magnification was used, and images were processed initially using NIS-Elements AR 5.02.00 64 bit and subsequently in ImageJ 1.46r. We selected only four regions (displayed in fig. S11A) for quantification that showed the most potential difference in c-fos staining out of nine regions investigated [ACC, NAC core, striatum, hippocampus, BLA, periaqueductal grey area (PAG), VTA, mammilary body (MM), and prefrontal cortex were considered]. Quantification was performed in ImageJ on 4× images after subtracting out background autofluorescence.

### Epidemiology

The NHANES is an annual population survey of the civilian U.S. population that contains both survey and physical examination data from more than 18,000 subjects, including information about current opioid painkiller use and serum VitD levels (NHANES 2003–2004). It uses a stratified multistage probability sampling design. Clinical information and laboratory data of the NHANES were available from the publicly accessible U.S. CDC database. The NHANES was approved by the Institutional Review Board (IRB), and documented consent was obtained from participants.

In our analysis of interest, randomly selected individuals aged 20 to 85 years were interviewed to obtain demographic characteristics, relevant medical conditions, and other clinical information. Data on previous history of fracture, chronic pain for more than 1 year duration, opioid analgesic consumption, as well as VitD levels in the cycle year 2003–2004, were retrieved and analyzed. VitD levels were assayed using an equilibrium radioimmunoassay procedure by a central laboratory with quality assurance and monitoring.

Opioid analgesic consumption was identified by physical screening of prescribed medications or prescription scripts by interviewers. This was done among participants who replied that they had taken a medication in the past month for which they needed a prescription. The medication containers of all the products used or scripts were physically screened for consumption of opioid painkillers.

Analysis of the relationship between opioid analgesic consumption and VitD levels was done using χ^2^ or Fisher’s exact tests. Multivariate analysis with logistic regression modeling was performed with opioid analgesic consumption as the dependent variable and with age, gender, ethnic groups, fracture history, chronic pain (≥1 year), season of blood drawn (1 November to 30 April versus 1 May to 31 October), and VitD levels as the independent variables. Although opioid use has been shown to vary with geographic residence (*43*, *44*), we did not consider it as an independent variable, as serum VitD levels are associated with geographical residence (*45*, *46*). The levels were classified into deficient (<12 ng/ml), insufficient (12 to <20 ng/ml), and normal (≥20 ng/ml) levels, based on Institute of Medicine guidelines (*47*).

The regression models were built using a backward variable selection method with a threshold of α > 0.15 to remove any nonsignificant variables. VitD levels were included in all of our models, as it is the variable of interest. The statistical package for social sciences (IBM SPSS version 22) was used to evaluate statistical significance. ORs, 95% CI, and *P* values were calculated to test the null hypothesis of no association between VitD levels and opioid analgesic consumption. A two-sided *P* < 0.05 was considered statistically significant.

### MGH-based study

We assessed whether cases and controls were equally likely to have VitD measurements and had similar numbers of measurements available using χ^2^ tests. We assessed differences by case status using each patient’s most recent measurement and all available measurements in separate analyses. We compared VitD measurements between cases and controls as a continuous variable using *t* tests. We categorized VitD levels as optimal (>30 ng/ml), sufficient (21 to 30 ng/ml), insufficient (12 to 20 ng/ml), and deficient (<12 ng/ml). We compared the distribution of VitD levels between cases and controls using χ^2^ tests. Linear regression was used to assess the effect of case status on VitD measurement controlling for demographics.

Cases and controls were equally likely to have VitD measurements (*P* = 0.951). Individuals with no measurements were not considered further. The remaining patients did not differ by case status on gender, race, age, or the number of available measurements. The number of VitD measurements were similar in patients with OUD compared to controls (*P* = 0.342). The study was approved by the IRB.

### Statistics

Prism 6.0 was used for statistical analysis. IBM SPSS version 22 was used for the epidemiology analysis.

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/7/24/eabe4577/DC1

## Appendix

View/request a protocol for this paper from *Bio-protocol*.

How the deposited data were processed for this re-analysis (not part of the article)

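The mRNA libraries of bilateral micropunches were analysed in 24 samples, 12 of the nucleus accumbens and 12 of the VTA, taken 90 min after intraperitoneal injection of PBS or of morphine at 5 mg/kg. This time is from the results of the paper, since the labels give none. For saline controls of both regions its methods name an earlier time, so the time of the PBS mice is not settled. Each region had 3 libraries for each combination of genotype (wild-type or *Vdr*-/-) and injection. Groups were taken from the sample labels, which give the same mouse numbers to both regions. The wild-type mice given morphine are numbered 1.0, 1.1 and 1.2, the *Vdr*-/- mice given morphine 2.0, 2.1 and 2.2, the wild-type mice given PBS 1, 2 and 3, and the *Vdr*-/- mice given PBS 7, 8 and 9. The digit after the point pairs no wild-type with a *Vdr*-/- mouse in any statement of the paper, so it served only as an alternative block.

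The authors checked reads with FastQC, removed adapters with Trimmomatic, mapped reads with STAR and counted them per gene. The deposited values are signal on the scale of normalized counts, in 8 tables, each with the libraries of 2 groups. The authors' unit was tested on the values: in each library 100% of them were whole multiples of the value of 1 read (tolerance 0.01). The scaling of all 46 library columns equalled the DESeq2 size factors of the table to within 4.44e-14%. The counts of reads recovered in this way were the same in both tables for each of the 22 libraries that occur in 2 tables (0 genes with other reads). Genes with fewer than 2 reads over a table are absent from it. The VTA tables of morphine against PBS hold 5 libraries each, without wild-type PBS mouse 3 and without *Vdr*-/- PBS mouse 8, so these comparisons used 3 mice against 2, and the VTA interaction used 10 libraries. The design written before the values were seen had assumed 12. No library column was left out.

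Reads on genes ranged from 9328726 to 30184426 per library, with medians of 16578976 in the nucleus accumbens and 17800599 in the VTA. The 10 most abundant genes took 7.06% to 9.91% of the reads. No pair of replicates was a duplicate: over genes with at least 20 reads, the chi-square per degree of freedom of each pair lay between 3.99 and 34.5. Gene positions come from GENCODE M21 on GRCm38, which holds 30204 of the 30270 gene identifiers in the tables (99.8%), 27389 of them in the same version.

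Genes with a mean value of at least 10 in a comparison were tested on log2(value + 1) with limma 3.58.1 (lmFit, eBayes with trend), two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were *Vdr*-/- against wild-type mice within each region and injection, and morphine against PBS within each region and genotype. The interaction compared the morphine effects of the genotypes, each from its own table. The region difference compared log2(value + 1) of the nucleus accumbens minus that of the VTA within each mouse between the genotypes. Single genes were also tested with exact permutation tests, two-sided. Lists of genes were tested with camera at an inter-gene correlation of 0.01, and with fry and camera at an estimated correlation. camera tests whether a list changes more than other genes, while fry tests whether it changes at all. The mean of each list per library was also tested by exact permutation, two-sided, over 20 arrangements of 3 mice against 3 and 10 of 3 against 2, with a smallest p of 0.1. For the interaction the injection was permuted within each genotype, over 400 arrangements in the nucleus accumbens and 100 in the VTA, which counts any shared effect of morphine as spread. It was also tested with genotype permuted within injection, over 400 and 120 arrangements, which counts any shared effect of genotype as spread. CPM are counts of reads scaled to the reads on genes of the library. R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

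The lists of 30 activity-regulated, 36 CREB and cAMP target, 50 AP-1 target, 25 dopamine neuron, 16 dopamine receptor signaling and 24 glucocorticoid-responsive genes were compiled from general knowledge, as were the marker lists of sex, oligodendrocytes, astrocytes, microglia, endothelial cells, choroid plexus, blood, medium spiny neurons, cortical excitatory neurons, hippocampus, serotonin neurons, hypothalamus and mammillary nuclei, thalamus, midbrain GABA and glutamate neurons and septum. The activity-regulated and AP-1 lists share 8 genes, the CREB and AP-1 lists 15, and the activity-regulated and CREB lists 12. The upstream regulator *z* scores and pathway analyses of the authors' software were not recomputed, and supplementary files and figures were not analysed here.

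Comparisons, tests, the 6 gene lists and the alternatives were chosen before the data were examined, apart from those named here. Chosen afterwards were the exact permutation tests of list means and of *Fos*, in both schemes, all 3 PBS mice with recovered reads for the VTA morphine comparisons, lists tested in comparisons beyond those first set, and the narrowing of the single-gene alternatives to genes named for passing a threshold and chosen comparisons of genes the paper names. Genes named in the text are those the paper names, apart from a result that is not reported here, the 3 largest rises and falls per comparison among genes past the threshold whose groups do not overlap, and up to 5 members of a list past the threshold. *Th*, *Slc6a3*, *Ddc*, *Slc18a2*, *Hif3a*, *Pmch* and *Pax5* in the VTA, *Ppp1r1b* in the nucleus accumbens and the genes called between the genotypes in several comparisons were chosen after their values were seen. Folds against a group with at most 3 reads in each library were computed against 3 reads and are lower bounds.

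The alternatives were pseudocounts of 0.5 and 5, no filter, a minimum mean of 50, quantile normalization, limma without trend, each replicate left out (for counts and lists not the PBS libraries of the VTA morphine tables, where 1 would remain), edgeR's quasi-likelihood test with TMM normalization and DESeq2 on the recovered reads, edgeR on all 12 libraries of a region, and a block for the digit after the point. The procedures were tested on simulated tables of the same depth and replicate spread with 200 changed genes. Each changed gene was shifted by at least 1 on the log2 scale, so the recovery of smaller changes was not tested. In the pairwise comparisons limma recovered 80.5% to 93.7% of the changed genes, and 5.78% to 11.3% of the genes it called were not changed. For DESeq2, 5.43% to 21.3% of the called genes were not changed. The simulated interaction in the nucleus accumbens recovered 76.9%. Of the simulated lists, camera called 8 of 8 changed ones and 1 of 8 unchanged ones. The changed lists were shifted by 1 on the log2 scale and their genes were drawn independently. Lists of correlated genes or with smaller shifts were thus not tested.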

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

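The tests of position near *Vdr*, punch placement, share of dopamine neurons, cortical tissue, vessels and astrocytes, transcript length and myelin were chosen only after the result was seen, and so were the exact permutation tests of list means.

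Glucocorticoid-responsive genes drew attention because the paper does not discuss them and they differed between the genotypes without morphine. In PBS mice the median log2 fold change of 24 genes was 0.39 in the nucleus accumbens and 0.74 in the VTA. By camera the p was 3.65e-11 and 1.12e-26, under fry 0.00697 and 0.000511, and by exact permutation of the list mean 0.1 in each region, the smallest possible. Genes past the threshold numbered 0 and 10 over all genes, and 11 and 18 adjusted over the list alone. In the VTA they included *Plin4* (1.80, adjusted p = 0.0191), *Angptl4* (1.76, adjusted p = 0.0472), *Cdkn1a* (1.62, adjusted p = 0.0176), *Arrdc2* (1.26, adjusted p = 0.00498) and *Sult1a1* (1.16, adjusted p = 0.0312). A bias by GC content or length was argued against, since the medians after a fit on both were 0.39 and 0.72. More endothelial cells or astrocytes in the punches were argued against by the medians of their marker lists in the VTA, the higher of which was −0.16. Regrouping stays open, because 1 of the 10 splits of the 6 samples, the real one, gave a camera p as small in each region and no split of 3 against 3 can be rarer. After morphine the medians between genotypes were 0.04 in the nucleus accumbens and 0.13 in the VTA (exact permutation p = 0.6 in each). Diet was not separated from genotype, since the paper's methods name one with extra calcium and lactose for *Vdr*-/- mice only. A higher glucocorticoid tone in PBS-treated *Vdr*-/- mice at the time of death could give the pattern in PBS mice. A difference of tone that morphine leaves unchanged is not shown by these values. Corticosterone in the plasma of undisturbed and injected mice would test this hypothesis.

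The region difference of glucocorticoid-responsive genes in PBS mice (median −0.30, exact permutation p = 0.1) drew attention because the rise in *Vdr*-/- mice was smaller in the nucleus accumbens than in the VTA. For the next 3 lists the genotype effect was also lower in the nucleus accumbens, but with opposite directions in the regions. These were AP-1 targets (−0.21, exact permutation p = 0.2, with −0.10 and 0.0493 in the regions), CREB and cAMP targets (−0.29, exact permutation p = 0.1, with −0.14 and 0.0846) and dopamine receptor signaling genes (−0.29, exact permutation p = 0.1, with −0.13 and 0.14). Under fry these 4 had p-values of 0.00228, 0.0497, 0.00671 and 0.00904, beside which the exact tests reach at best 0.1. The activity-regulated list, not flagged, differed in the same way by a list mean of −0.44 (exact permutation p = 0.1). Its medians were −0.23 in the nucleus accumbens and 0.0822 in the VTA. Dopamine neuron genes differed the other way, by a list mean of 1.20 (exact permutation p = 0.1). Over all genes, 0 had a region difference in PBS or in morphine mice, and 10 of the 10 splits of the 6 samples gave as many in each, so the counts say nothing about regrouping. No biological explanation was tested.

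Activity-regulated and AP-1 target genes in the nucleus accumbens drew attention because their change with morphine differed between the genotypes, with median differences of 0.38 and 0.0841. With injection permuted within genotype the exact p was 0.32 and 0.21, and with genotype permuted within injection 0.08 and 0.01, each from 400 arrangements that can reach 0.005. Camera and fry were below 0.05 for both. Part of each difference came from lower values in *Vdr*-/- mice given PBS, where the activity-regulated median was −0.23, and 2 of the 10 splits of the 6 samples gave a camera p as small. The interaction count of 0 genes was reached in 100 of 100 drawn splits and says nothing. In *Vdr*-/- mice alone, the rise of the activity-regulated list was argued not to come from GC content or length (median after the fit 0.53) or from more cortical tissue (cortical list −0.36). Regrouping stays open there, with 3 of the 10 splits of the 6 samples giving a camera p as small.

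Dopamine neuron genes in the VTA drew attention because the genotype difference changed direction between injections. The difference of the morphine effects had a median of 2.24 over 25 genes. Permuting injection within genotype gave an exact p of 0.08 (100 arrangements). Permuting genotype within injection gave an exact p of 0.0167 (120 arrangements, its smallest) and, with all 12 libraries, 0.005 (400 arrangements). In morphine mice the genotype effect was lower in the nucleus accumbens than in the VTA by a median of −1.0 (exact permutation p = 0.1), and in PBS mice it was higher there by 0.95 (exact permutation p = 0.1). Over all genes, 9 had an interaction in the VTA, all higher, but 0 with all 3 PBS mice. GC content and length were argued against in PBS mice (−0.90 after the fit). Punch placement stays open. Across the 12 VTA libraries, with group means removed, the dopamine neuron and hypothalamus list means had a Pearson's r of −0.667 (exact permutation p = 0.128). Spearman's rho was −0.53 (p = 0.207 by permutation), and r was −0.546 without the 2 outermost libraries. This relation cannot test a shift of placement between groups. In wild-type mice the list means, as log2(CPM + 1), differed between injections. The dopamine neuron mean was 5.91 to 6.20 with PBS and 3.47 to 4.455 with morphine. The hypothalamus mean was 1.31 to 2.46 and 2.79 to 4.54. In *Vdr*-/- mice both means overlapped between injections. A lower share of dopamine neurons with all other cells raised alike was argued against in PBS mice by fry only. Other lists moved apart: the astrocyte list was at −0.16 (fry 0.0415) and the endothelial list at −0.17 (fry 0.0170), against 0.76 for hypothalamus. By exact permutation of the list means their p-values were 0.2, 0.1 (the smallest possible) and 0.3. The serotonin list, first meant to decide on a lower share, was at −1.58. *Pax5* and *Pmch* varied with it in the mice behind this difference: *Vdr*-/- PBS mice 7 and 9 had *Pax5* at 4.39 and 0.530 CPM and *Pmch* at 254 and 190, against 32.0 and 3.14 in mouse 8. Placement and genotype cannot be told apart here because neither the position of single punches nor a second set of mice was analysed. Of the 10 splits of the 6 samples, 3 in PBS and 1 in morphine mice gave a camera p as small. A biological cause was not tested.

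Genes called between the genotypes in at least 2 of the 4 comparisons, 14 in number, drew attention because all 14 kept their direction. Of these, 3 (*Olfr286*, *Tuba1c* and *Tuba1b*) lie within 10 megabases of *Vdr*, 21.4% against 1.13% of all genes tested (Fisher's exact test, two-sided, p = 0.000466). The window was chosen after *Tuba1c* had been noticed, and *Tuba1c* is counted in the test. *Tuba1b* shares 60.9% of its 25-base words with *Tuba1c*, so the 3 genes may not be independent. Variants carried along with the targeted allele could give the calls near *Vdr*, which this test cannot decide for these reasons. The other genes called are not near *Vdr*. *Gm14150* and *Gm3756* may rise only because reads of *Tuba1c* map to them, at least 62.7% of their 25-base words being found in it.

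For the counts of changed genes, in each of the 6 comparisons of 3 mice against 3, 1 of the 10 splits of the 6 samples gave as many genes, the real one. In the 4 comparisons of the nucleus accumbens every other split gave 0 genes, against 11, 30, 128 and 3018 for the real ones. In the VTA no other split gave more than 5, against 64 and 10. Regrouping stays open for these counts, because at 3 against 3 no split can be rarer than 1 of 10. The 6 genes called between the genotypes in all 4 comparisons kept their direction in separate PBS and morphine mice. For lists, the splits with a camera p as small numbered 1 for AP-1 targets in PBS mice of the nucleus accumbens and, between genotypes after morphine there, 6 for activity-regulated, 5 for CREB and 4 for AP-1 targets. In the VTA they numbered 6 for AP-1 targets after morphine and 5 for dopamine receptor signaling with PBS. With morphine against PBS in the nucleus accumbens they numbered 3, 6 and 3 in wild-type mice for activity-regulated, CREB and glucocorticoid genes. In *Vdr*-/- mice they numbered 4 for CREB and 7 for glucocorticoid genes.

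*Rny1* and *Rny3* drew attention because they were nearly absent from all PBS libraries and present in all morphine libraries. A library batch that goes with the injection stays open, because the other small RNA genes do not decide it. Without these 2, 25 of 29 were higher in *Vdr*-/- VTA and 15 of 21 in wild-type VTA, but only 11 of 19 and 13 of 22 in the nucleus accumbens of wild-type and *Vdr*-/- mice, the lowest of 4 medians being 0.0796. The labels name PBS and morphine libraries in different forms, with a prefix on the PBS libraries only. It is not known whether libraries were prepared or sequenced apart by injection, so a batch cannot be told apart from an effect of morphine. No libraries compared with each other in a deposited table of morphine against PBS shared an index. In the VTA, wild-type PBS mouse 3 and wild-type morphine mouse 1.0, which meet in the alternative with all 3 PBS mice, did share one and cannot have been in 1 pool, which does not settle the other libraries.

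Wild-type PBS mouse 2 of the nucleus accumbens drew attention because leaving it out raised the count with morphine from 128 to 627 genes. Its ratio to other libraries fell with exon length (Spearman's rho −0.443 across genes) and rose with GC content (rho 0.495). A bias by length or by GC content could be behind this, which these values do not separate, and its cause was not tested.

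Oligodendrocyte genes drew attention in the nucleus accumbens, where all 10 were lower in *Vdr*-/- mice with PBS (median −0.28) and with morphine (−0.19). In the VTA the median was 0.0294 with PBS and 0.16 with morphine, where 9 of 10 were higher. The contrast could come from placement of the punch or from the region, and the cause stays open.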

How the results depend on the processing

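Tests with all 3 PBS mice, and of lists beyond those first set, were chosen only after the result was seen.

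DESeq2 called more than 1.5 times as many genes as limma in 7 comparisons. It gave 63 against 11 in the nucleus accumbens with PBS, 290 against 64 in the VTA with PBS, 51 against 30 and 95 against 10 between genotypes after morphine, 493 against 128 and 1358 against 591 with morphine in wild-type mice, and 198 against 9 for the VTA interaction. The cause was not tested.

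edgeR on all 12 libraries of a region gave 44 genes in the nucleus accumbens with PBS, 14 there and 26 in the VTA between genotypes after morphine. With morphine against PBS it gave 1083 in wild-type and 1196 in *Vdr*-/- mice in the nucleus accumbens, and 3268 in wild-type mice in the VTA. The larger response of *Vdr*-/- mice in the nucleus accumbens, 3018 against 128, thus nearly vanished.

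limma without trend gave 17 genes in the VTA with PBS, 10 in the nucleus accumbens and 5 in the VTA between genotypes after morphine, 27 and 1237 with morphine in the nucleus accumbens of wild-type and *Vdr*-/- mice, 56 and 0 in the VTA, and 0 for the VTA interaction. No filter gave 27 for that interaction. All 3 PBS mice gave 2001 genes in wild-type VTA and 0 for the interaction.

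The block for the digit after the point gave 19 genes in the nucleus accumbens and 4 in the VTA after morphine, with limma and with edgeR alike. Lists in that block had medians of 0.0785 for CREB and 0.0847 for AP-1 targets in the nucleus accumbens, neither called any longer, and 0.10 for AP-1 targets in the VTA, then called. Libraries with the same digit were not more alike: their correlations were 0.0103, −0.0493 and −0.149 in the nucleus accumbens and −0.279, −0.221 and −0.237 in the VTA. AP-1 targets in the VTA after morphine were also called in genes with a mean of at least 50 (0.11) and with quantile normalization (0.0891).

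With 1 library left out, counts lay between 2 and 28 (nucleus accumbens, PBS), 13 and 370 (VTA, PBS), 14 and 47 (nucleus accumbens, morphine), and 5 and 49 (VTA, morphine). With morphine against PBS they lay between 0 and 627 in wild-type and 1566 and 3133 in *Vdr*-/- mice in the nucleus accumbens, and between 64 and 2817, and 329 and 2272, in the VTA, where only the 3 morphine libraries were left out, since the tables hold 2 PBS libraries. Interactions gave 0 to 1 in the nucleus accumbens and 0 to 226 in the VTA, and region differences 0 to 6 with morphine and 0 to 0 with PBS.

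List medians with 1 library left out, in the nucleus accumbens with PBS, lay between −0.14 and −0.08 (AP-1), −0.41 and −0.17 (activity-regulated) and 0.30 and 0.43 (glucocorticoid). Between genotypes after morphine they lay between 0.0260 and 0.0932 (AP-1), −0.00689 and 0.13 (CREB), 0.0229 and 0.20 (activity-regulated) and −0.11 and 0.11 (glucocorticoid). CREB was reversed without *Vdr*-/- mouse 2.0 and glucocorticoid without wild-type mouse 1.0. Calls were lost or gained at 0.07 (CREB, without 1.1), 0.03 (AP-1, without 1.0 or 2.0), 0.0229 (activity-regulated, without 2.0) and 0.11, 0.03 and 0.08 (glucocorticoid, without 1.1, 1.2 and 2.0).

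With morphine in wild-type mice of the nucleus accumbens medians lay between 0.00930 and 0.24 (CREB), 0.10 and 0.21 (activity-regulated) and 0.41 and 0.63 (glucocorticoid). The activity-regulated call was lost at 0.12 and the CREB call gained at 0.24, without PBS mouse 2 and mouse 3. In *Vdr*-/- mice they lay between 0.23 and 0.42 (CREB), 0.46 and 0.59 (activity-regulated) and −0.0391 and 0.12 (glucocorticoid, reversed without 2.2 and called without 2.0). Interaction medians lay between 0.08 and 0.21 (AP-1), 0.22 and 0.38 (CREB) and 0.25 and 0.52 (activity-regulated).

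In the VTA with PBS they lay between −1.27 and −0.47 (dopamine neuron), 0.06 and 0.17 (dopamine receptor signaling), 0.67 and 0.82 (glucocorticoid) and −0.0204 and 0.10 (AP-1, reversed without wild-type mouse 2 and called at 0.10 without wild-type mouse 3 or *Vdr*-/- mouse 7). After morphine they lay between 0.0658 and 0.20 (AP-1, called at 0.20) and 0.72 and 1.17 (dopamine neuron). With morphine against PBS, with only morphine libraries left out, dopamine neuron genes lay between −2.70 and −2.03 in wild-type and −0.18 and 0.22 in *Vdr*-/- mice, reversed without 2.1, where all 3 PBS mice gave −0.38. Their interaction lay between 1.89 and 2.76, and was 1.91 with all 3 PBS mice. Region differences after morphine lay between −0.19 and 0.0386 (AP-1, called at −0.19 and −0.16, reversed without 2.1) and −1.26 and −0.60 (dopamine neuron). With PBS they lay between −0.28 and −0.09 (AP-1), −0.34 and −0.27 (CREB), −0.29 and −0.19 (dopamine receptor signaling) and −0.38 and −0.23 (glucocorticoid).

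Single genes reversed by leaving out 1 library were *Bdnf* with PBS in the nucleus accumbens (−0.0829 to 0.72), *Creb1* (−0.0203 to 0.0579), *Hif3a* (lowest −0.0911) and *Junb* (−0.00520 to 0.192) after morphine there, and *Fos* after morphine in the VTA (−0.0841 to 0.142). Of 2176 single-gene alternatives over 144 results, 1849 were the same, 302 weaker, 18 moved and 7 reversed. These results cover the genes named for passing a threshold, not all of which the text reports, and chosen comparisons of genes the paper names, a narrowing made after values were seen. Over all 199 pairs of named gene and comparison, 2616 of 3012 alternatives were the same, 316 weaker, 14 stronger, 24 moved and 42 reversed. Genes below a mean of 10, such as *Vdr* and *Neurog1*, were limited by depth.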

Differences from the paper's values

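The paper describes c-fos activation after morphine as smaller in the VTA than in the nucleus accumbens. Here the AP-1 target list had a median genotype effect of 0.10 in the VTA and 0.08 in the nucleus accumbens, and the difference within mice was −0.03 (exact permutation p = 0.9). Only without *Vdr*-/- mouse 2.1 was the effect larger in the nucleus accumbens, by 0.04. The list includes *Th*, *Pdyn* and *Nptx2*, which changed strongly with morphine in the wild-type VTA. With each library left out, *Th* changed there by −3.75 to −3.04 and *Nptx2* by 2.61 to 3.63. Punch placement stays open for that region, so these medians do not decide on FOS activity.

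The paper's upstream regulator analysis predicts FOS and CREB1 to be activated in morphine-treated *Vdr*-/- mice. The lists used here were higher in that comparison by camera, with medians of 0.08 each, but not under fry and not by exact permutation (p = 0.2 for AP-1 and 0.3 for CREB targets). The exact test was run in the main setting only.

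The paper describes greater c-FOS target expression with morphine in *Vdr*-/- mice. The difference of the morphine effects on AP-1 targets had a median of 0.08, below 0.05 by camera and fry. The exact permutation p of the list mean was 0.21 with injection permuted within genotype and 0.01 with genotype permuted within injection, a scheme chosen after seeing the values that reaches the paper's statement. *Fos* itself rose by 1.11 in *Vdr*-/- and by 0.38 in wild-type mice, and the difference of these effects had an adjusted p of 0.83, an unadjusted p of 0.0316 and exact p-values of 0.245 and 0.06 in the same schemes.

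The paper describes dopamine signaling genes as lower in saline-treated *Vdr*-/- mice. Dopamine neuron genes were lower in direction (−0.87), with an exact permutation p of 0.1, and 0 single genes past the threshold. Receptor signaling genes were higher in direction (0.14, exact permutation p = 0.5).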

Other observations

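The marker lists were written before the data were examined, but which tests of them to report, the test of punch placement, and the choice of *Ppp1r1b*, *Pmch* and *Pax5* were made only after the result was seen.

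*Bdnf* in the nucleus accumbens after morphine was at 250 ± 37.8 (SD) in *Vdr*-/- and 165 ± 48.2 in wild-type mice, a log2 fold change of 0.64 (adjusted p = 0.427, exact permutation p = 0.1). In wild-type mice morphine changed it by 0.84 (adjusted p = 0.365). With 1 library left out these changes of *Bdnf* lay between 0.39 and 0.83 and between 0.53 and 1.33. *Oprm1* in the VTA was at 181 ± 22.1 in *Vdr*-/- and 210 ± 5.70 in wild-type mice given PBS (−0.22, adjusted p = 0.402), and at 169 ± 38.4 and 262 ± 19.6 after morphine (−0.65, adjusted p = 0.416, exact permutation p = 0.1). *Hif3a* in the VTA of PBS mice was at 1314 ± 50.6 against 605 ± 16.5 (1.12, adjusted p = 9.76e-05).

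Dopamine neuron genes fell with morphine in wild-type VTA by a median of −2.19, with *Slc6a3* at −4.68 (adjusted p = 0.0448) and *Th* at −3.35 (adjusted p = 0.0116), while in *Vdr*-/- mice the median was −0.02 against PBS mice 7 and 9, those with the lowest values, and −0.38 with all 3 PBS mice. Over all 3, mean *Th* went from 196 to 107 CPM and *Slc6a3* from 491 to 262. In the same wild-type comparison *Pax5* was at least 148-fold lower and the hypothalamus list higher (2.02), the serotonin list lower (−3.12) and the thalamus list higher (0.78). *Pax5* was at 32.9 to 46.5 CPM in wild-type PBS mice and at 0 to 0.183 after morphine, and *Pmch* at 6.09 to 88.5 and 122 to 709. In *Vdr*-/- mice given morphine they were at 0.567 to 2.65 and 60.8 to 159, and in those given PBS at 0.530 to 32.0 and 3.14 to 254. Punches taken at another level of the midbrain could give this pattern, a hypothesis that sections of the punched tissue would test. The r of −0.667 between the dopamine neuron and hypothalamus lists was within groups and leaves out the difference between them.

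Between genotypes in PBS mice the medians of the marker lists in the nucleus accumbens and the VTA were 0.11 and −0.05 for sex, −0.11 and −0.16 for astrocytes, −0.14 and −0.18 for microglia, −0.21 and −0.17 for endothelial cells, and 0.07 and −0.05 for choroid plexus. They were −0.22 and 0.16 for medium spiny neurons and 0.04 and 0.17 for hippocampus. In the nucleus accumbens cortical excitatory neurons were at 0.26 and septum at 0.28. In the VTA hypothalamus was at 0.76, serotonin neurons at −1.58, thalamus at 0.07 and midbrain GABA and glutamate neurons at −0.02. Blood genes were at 1.22 between genotypes in the VTA after morphine.

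With morphine in the nucleus accumbens, medium spiny neuron genes were lower in wild-type (−0.66) and *Vdr*-/- mice (−0.57), all 12 in each, with *Ppp1r1b* falling from a mean of 870 to 497 CPM and from 782 to 444 CPM. The septum list was higher (0.96 and 0.74), microglia lower (−0.41 and −0.28) and oligodendrocytes lower (−0.27 in each). A different composition of the punches could underlie part of the changes with morphine. In *Vdr*-/- mice more cortical tissue was argued against (−0.36). The cortical list of wild-type mice was at −0.17 (exact permutation p = 0.6), within its spread, and does not decide this.

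Dopamine receptor signaling genes fell with morphine in the nucleus accumbens by a median of −0.45 in wild-type and −0.50 in *Vdr*-/- mice (exact permutation p = 0.1 in each). AP-1 targets changed there by 0.09 and 0.25. In the VTA activity-regulated genes changed with morphine by 0.38 and 0.20, CREB targets by 0.44 and 0.28, and AP-1 targets by 0.21 and 0.23.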
